# Impaired immune surveillance accelerates accumulation of senescent cells and aging

**DOI:** 10.1038/s41467-018-07825-3

**Published:** 2018-12-21

**Authors:** Yossi Ovadya, Tomer Landsberger, Hanna Leins, Ezra Vadai, Hilah Gal, Anat Biran, Reut Yosef, Adi Sagiv, Amit Agrawal, Alon Shapira, Joseph Windheim, Michael Tsoory, Reinhold Schirmbeck, Ido Amit, Hartmut Geiger, Valery Krizhanovsky

## Abstract

Cellular senescence is a stress response that imposes stable cell-cycle arrest in damaged cells, preventing their propagation in tissues. However, senescent cells accumulate in tissues in advanced age, where they might promote tissue degeneration and malignant transformation. The extent of immune-system involvement in regulating age-related accumulation of senescent cells, and its consequences, are unknown. Here we show that *Prf1*^−/−^ mice with impaired cell cytotoxicity exhibit both higher senescent-cell tissue burden and chronic inflammation. They suffer from multiple age-related disorders and lower survival. Strikingly, pharmacological elimination of senescent-cells by ABT-737 partially alleviates accelerated aging phenotype in these mice. In *LMNA*^+/G609G^ progeroid mice, impaired cell cytotoxicity further promotes senescent-cell accumulation and shortens lifespan. ABT-737 administration during the second half of life of these progeroid mice abrogates senescence signature and increases median survival. Our findings shed new light on mechanisms governing senescent-cell presence in aging, and could motivate new strategies for regenerative medicine.

## Abstract (web summary)

Senescent cells accumulate with aging contributing to age-related disease and the role of the immune system in removing senescent cells is not completely understood. Here, the authors show that perforin deficient mice accumulate more senescent cells and have a shorter lifespan, and that this phenotype can be reversed with administration of a senolytic drug.

## Introduction

Aging is characterized by a functional decline in many physiological systems. Both environmental and endogenous stressors, might drive the progression of physiological aging^1–3^. These include telomere attrition, genomic instability, epigenetic alterations, and loss of proteostasis, each of which damages cells and compromises their functionality^3^. Cellular senescence, a central component of aging, is a cell-intrinsic stress response programmed to impose stable cell-cycle arrest in damaged cells, thus preventing them from propagating further damage in tissues^2,4,5^. Normally, a sequence of events leads to the clearance of senescent cells and allows regeneration of the tissues that harbor them^6–9^. In advanced age, however, the efficiency of this process may be compromised, as suggested by the tendency of senescent cells in the tissues of old individuals to accumulate^10,11^. This accumulation is reportedly conserved across different species, including rodents^12,13^, primates^14,15^, and humans^10,11^. Under such conditions, the beneficial cell-autonomous role of senescence might be outstripped by a negative impact of senescent cells on other cells, an effect mediated via the senescence-associated secretory phenotype (SASP), which has marked pro-inflammatory characteristics^16^.

Senescent cells are subject to immune surveillance by multiple components of the immune system^6–9,17^. Senescent cells attract and activate immune cells and serve as highly immunogenic targets for immune clearance. The immune response against senescent cells varies between different pathological conditions. For example, in fibrotic liver senescent cells derived from activated hepatic stellate cells are cleared by natural killer (NK) cells^7^, whereas senescent pre-malignant hepatocytes are eliminated via the adaptive immune system^9^. In other pathological conditions, for example in the case of dysplastic nevi, immune clearance does not occur and senescent cells persist for years^18^. In the context of aging, it is not known to what extent the immune system participates in regulating the number of senescent cells, and whether age-related impairment of immune function contributes to the accumulation of senescent cells in old individuals^19^.

Perforin, a pore-forming protein found in intracellular granules of effector immune cells, is an important mediator of immune cytotoxicity^20,21^. Upon degranulation, perforin-formed pores enable granzyme penetration and caspase activation to induce apoptosis of the target cell. Perforin-mediated granule exocytosis (but not death-receptor-mediated apoptosis) is essential for the immune surveillance of senescent cells, and disruption of this pathway leads to the accumulation of senescent cells in damaged livers^22^. To investigate the consequences of impaired immune surveillance of senescent cells in aging, we followed the aging process in mice in which granule-exocytosis-mediated apoptosis was disabled as a result of perforin gene knockout (*Prf1*^*−/−*^)^23^.

Our data indicates that compared to wild-type (WT) mice, *Prf1*^*−/−*^ mice accumulates more senescent cells in their tissues with age. The accumulation of senescent cells in these *Prf1*^*−/−*^ mice is accompanied by a progressive state of chronic inflammation, followed by increased tissue fibrosis and other types of tissue damage, as well as compromised organ functionality. The poor health of old *Prf1*^−/−^ mice is associated with fitness reduction, weight loss, kyphosis, older appearance, and shorter lifespan than that of WT controls. These deviant phenotypes were also observed in *Prf1*^*−/−*^ mice crossed with progeroid mice. Elimination of senescent cells from old *Prf1*^−/−^ mice can be achieved by pharmacological inhibitors of the BCL-2 family of proteins, such as ABT-737. This pharmacological approach attenuates age-related phenotypes and gene expression profile in *Prf1*^*−/−*^ mice. Finally, implementation of this approach on *Prf1*^*−/−*^ progeroid mice increases median lifespan of these mice.

## Results

### Perforin deficiency accelerates senescence with age

The prevalence of senescent cells in tissues increases with chronological age^10,11^. While senescent cells are subjected to immune cell cytotoxicity, it is not clear whether age-related impaired cell cytotoxicity could account for their accumulation. To examine this possibility, we set an in vivo experiment for assessment of systemic cytotoxicity of CD8^+^ T cells in young and old mice. The systemic cytotoxicity of CD8^+^ T cells in vivo was reduced more then 3-fold (*P* < 0.01) in aged mice compared to the young ones (Supplementary Figure 1). Age-related decline in cell cytotoxicity was shown to be a consequence of reduced release and binding of perforin at the immunological synapse^24^. To determine whether immune cell cytotoxicity plays a role in regulation of tissue burden of senescent cells throughout aging, we used *Prf1*^*−/−*^ mice, in which immune surveillance of senescent cells is impaired^22^. We established cohorts of *Prf1*^*−/−*^ and control WT mice, both on the background of C57BL/6, and examined selected organs including livers, pancreas, lungs, and skin in 2, 12, and 24-month old mice (defined hereafter as “young”, “adult”, and “old”, respectively). To assess time-dependent accumulation of senescent cells in those tissues, we first assayed them for senescence-associated-β-galactosidase (SA-β-Gal) activity, an assay commonly used to identify senescent cells in tissues and in culture^10^. We observed an increase in the number of SA-β-Gal + cells with age in all tissues examined. Increase was more pronounced in the *Prf1*^*−/−*^ mice (Fig. 1a, b, Supplementary Figure 2a). Quantitative analysis of these cells in WT mice indicated that they comprise around 10% of the examined tissues by the time these mice reach 24 months of age. At the same age in *Prf1*^*−/−*^ mice those cells comprised up to 43% of the total cells, demonstrating a significant (*P* < 0.005) increase of 2- to 4-fold (depending on the tissue) compared to WT mice (Fig. 1b). These finding indicate that tissues of old *Prf1*^*−/−*^ mice extensively accumulate SA-β-Gal + cells.

**Fig. 1:**
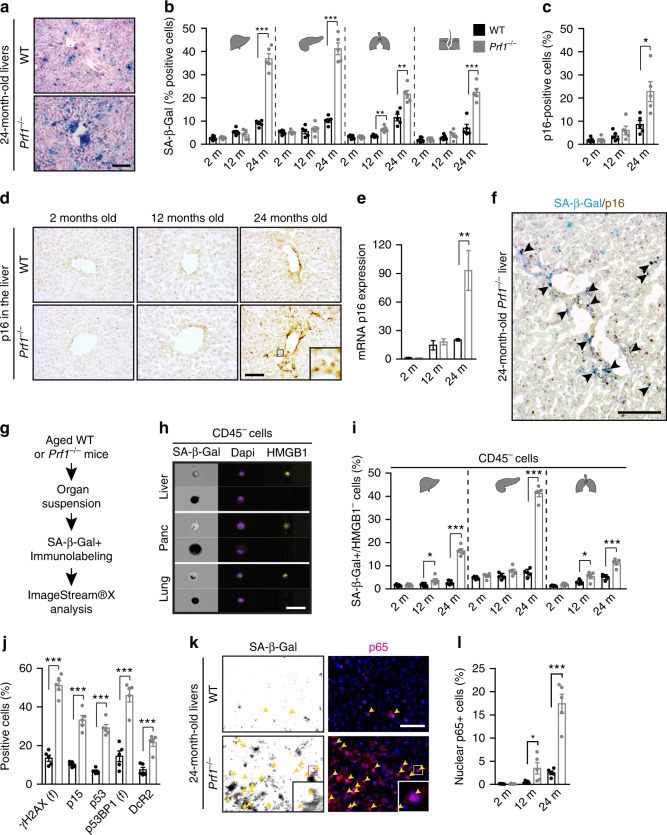
Old *Prf1*^*−/−*^ mice accumulate more senescent cells then old WT mice. Cohorts of *Prf1*^*−/−*^ and wild type (WT) C57BL/6 female mice at the age of 2, 12, and 24 months were sacrificed and their livers, pancreas, lungs, and skin were examined for the presence of senescent cells. **a** SA-β-Gal activity representative frozen sections of livers from 24-months-old mice. Scale bar, 100 µm. **b** Quantification of cells with marked SA-β-Gal activity, based on Nuclear Fast Red counterstaining, in liver, pancreas, bronchial epithelia, and skin epidermis. (*n* = 5 mice per group). **c** Percentages of cells stained positively for p16 in the liver. Values are means ± SEM, (*n* = 5 mice per group). **d** Representative images of IHC staining for p16 on liver frozen section. Scale bar, 100 µm. **e** Real-time qPCR analysis for expression of p16 in livers. Values are means ± SEM, (*n* = 5 mice per group). **f** Representative image of SA-β-Gal activity combined with IHC staining for p16 on liver frozen section from 24 old *Prf1*^−/−^ mice. Scale bar, 100 µm. **g** Scheme of examination of senescence by ImageStreamX. **h** Representative ImageStreamX images of CD45^−^ negative cells derived from indicated organs that were stained for HMGB1 and SA-β-Gal. Scale bar, 50 µm. **i** Quantification of CD45^−^/SA-β-Gal + /HMGB1^−^ population in each organ, as analyzed in (**h**). (*n* = 5 mice per group). **j** Percentages of cells stained positively for γH2AX, p15, p53, p53BP1, and DcR2 in livers from old mice. (*n* = 5 mice per group). **k** Immunofluorescence staining for p65 (pink) in SA-β-Gal + cells (indicated by arrows in black/white photos) in livers from old mice. Scale bar, 50 µm. **l** Percentages of nuclei positive for p65 in livers. For all graphs, values are means ± SEM, (*n* = 5 mice per group). Student’s *t*-test was used for all comparisons between Prf1^−/*−*^ and WT female mice (*P < 0.05, **P < 0.01, ***P < 0.001)

The most established molecular marker of senescence and a key component of the senescence program is p16 (*Cdkn2a*)^25^. Accumulation of senescent p16-positive cells shortens mouse lifespan (Baker et al, 2016). We studied the correlation of SA-β-Gal activity in the liver with the pattern of p16 expression. The dynamics of p16 expression mimicked the levels of SA-β-Gal + cells (Fig. 1c–e). The expression of p16 assessed by immunohistochemistry (Fig. 1c, d) or by quantitative RT-PCR (Fig. 1e) increased with age in WT mice, while *Prf1*^*−/−*^ old mice had a significant increase in p16 expression compared to WT of the same age. Moreover, expression of p16 overlapped substantially with SA-β-Gal activity in the livers of old *Prf1*^*−/−*^ mice, mostly in non-hepatocytes cells (Fig. 1f). Therefore, both p16-positive and SA-β-Gal-positive cells accumulate more extensively in the liver of *Prf1*^*−/−*^ mice compared to WT mice.

To achieve a more reliable quantification of senescent cells in tissues, we applied a method based on a combination of SA-β-Gal and molecular markers of senescence on a single-cell level^26^. One such marker is loss of the nuclear high-mobility group box 1 protein (HMGB1)^27^. We therefore studied the prevalence of SA-β-Gal + /CD45^−^/HMGB1^−^ cells as a cell population representative of tissue-resident senescent cells by the quantitative single-cell based method and visualized by the ImageStreamX apparatus which combines flow cytometry and microscopy (Fig. 1g). After validating the presence of the SA-β-Gal + populations in the liver, pancreas, and lung (Supplementary Figure 2b), we analyzed the nuclear HMGB1 staining in CD45^−^/SA-β-Gal + cells. While nuclear HMGB1 is ubiquitously expressed in the tissues examined, most of CD45^−^/SA-β-Gal + cells were found to be negative for nuclear HMGB1 staining (Fig. 1h, Supplementary Figure 2c). The presence of the SA-β-Gal + /CD45^−^/HMGB1^−^ cells was increased in an age-dependent manner in both groups with a significant (*P* < 0.05), 2- to 6-fold increase in old *Prf1*^*−/−*^ mice compared to old WT mice (Fig. 1i). We also examined the expression of an additional set of senescence markers, previously used to identify senescent cells^28^, comprised of γH2AX foci, p15, p53, p53BP1 foci, and DcR2, in the tissues. A marked increase in expression all of those proteins was observed in old *Prf1*^*−/−*^ mice compared to the old WT mice and it was overlapping with SA-β-Gal staining of the consecutive sections (Supplementary Figure 2d). Quantitative analysis of each of these markers showed a significant (*P* < 0.0001) increase in positive cells in the old *Prf1*^*−/−*^ mice (Fig. 1j). Apparently, expression of a variety of senescence markers increases in old *Prf1*^*−/−*^ mice.

Due to their pro-inflammatory nature, accumulation of senescent cells in tissues can potentially drive age-related chronic inflammation^29–31^. NF-κB pathway is one of the main regulators of the pro-inflammatory profile of senescent cells^2,32–34^. The p65 subunit of NF-κB (also known as a RelA) translocates to the nucleus to drive transcriptional regulation. Co-staining of liver sections with p65 and SA-β-Gal demonstrated that SA-β-Gal + cells in the livers of old *Prf1*^*−/−*^ mice display nuclear p65 frequencies that are 10-fold higher than in the livers of old WT mice, reflecting activation of the NF-κB pathway in these cells in *Prf1*^*−/−*^ mice (Fig. 1k). Quantification of nuclear p65 + cells in liver sections showed age-dependent increase, which was further elevated in old *Prf1*^*−/−*^ mice compared to the old WT mice (Fig. 1l). Taken together, our findings indicate that *Prf1*^*−/−*^ leads to increased accumulation of senescent cells in tissues with age, as identified by multiple markers representing different characteristics of the senescence phenotype.

### Perforin deficiency drives age-dependent chronic inflammation

Chronic inflammation is one of the characteristics of aging that are associated with the presence of senescent cells^3,16,34^. We evaluated the expression of known SASP components in the liver tissue of young, adult, and old WT and *Prf1*^*−/−*^ mice by qPCR analysis (Fig. 2a). The expression of Il-6, RANTES, and JE was significantly increased in old *Prf1*^*−/−*^ mice compared to old WT mice, while other cytokines show a similar tendency. Together with the increase in the cytokine expression, the number of tissue-infiltrating immune cells gradually increased with a similar kinetic to accumulation of senescent cells (Fig. 2b). This immune infiltration was further escalated in old *Prf1*^*−/−*^ mice compared to WT (*P* < 0.05), in a manner that was largely represented by infiltration of T and NK cell subsets (Fig. 2b). Histological analysis verified the existence of accumulating immune cells in different sites of *Prf1*^*−/−*^ mice (Supplementary Figure 3a). Examination of the liver cryosections from old *Prf1*^*−/−*^ mice revealed multiple white dots that were barely noticeable in the livers from old WT mice (Fig. 2c, left panel). These structures appeared to be occupied by CD45^+^ cells and were therefore suspected to be immune foci. On examining these foci for the presence of different subsets of immune cells, we found that they were dominated by CD3^+^ cells and NK1.1^+^ cells (Fig. 2c, right and Fig. 2d). The robust infiltration observed in livers of the *Prf1*^*−/−*^ mice was accompanied by an increase of 1.5 fold in their liver weight compared to the WT (Supplementary Figure 3b, c).

**Fig. 2:**
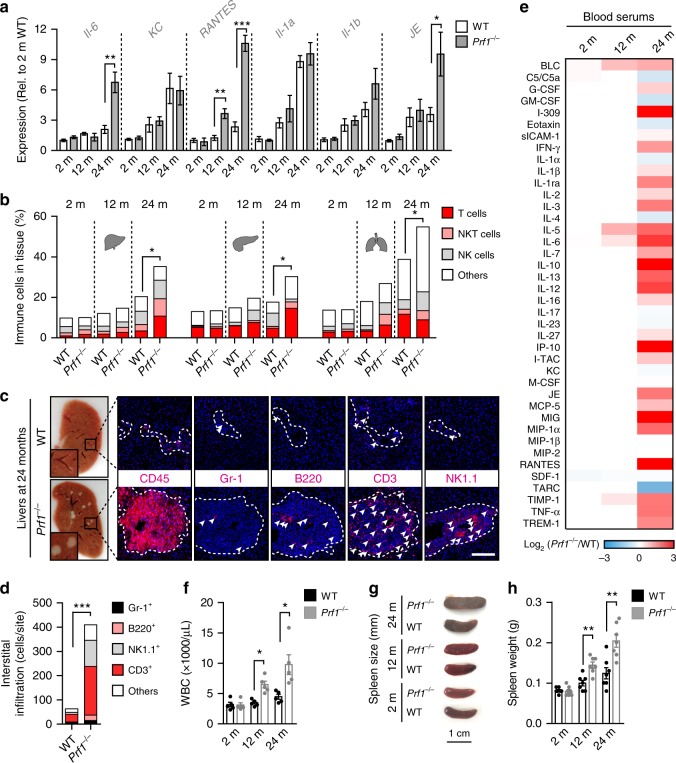
*Prf1*^*−/−*^ mice develop chronic systemic and local inflammation. **a** Real-time qPCR analysis for expression of p16 and SASP components in livers from 2, 12, and 24-months-old *Prf1*^*−/−*^ and WT female mice. (*n* = 5 mice per group). **b** Flow-cytometric quantification of total immune cells (CD45^+^), T cells (CD45^+^/CD3^+^/NK1.1^−^), NKT cells (CD45^+^/CD3^+^/NK1.1^+^), and NK cells (CD45^+^/CD3^-^/NK1.1^+^) in livers, pancreas, and lungs of 2, 12, and 24-months-old *Prf1*^*−/−*^ and WT mice. (*n* *≥* 5 mice per group). **c** Immune foci observed (indicated in squares, left panel) in liver cryosections from old *Prf1*^*−/−*^ and WT mice. The immune foci were analyzed on sections stained immunofluorescently for CD45, Gr-1, B220, CD3, and NK1.1. Scale bar, 100 µm. **d** Numbers of the different immune subsets in livers from old *Prf1*^*−/−*^ mice and WT mice, based on the immunofluorescence staining presented in (**c**). **e** Array of serum cytokine levels in 2, 12, and 24-months-old *Prf1*^*−/−*^ female mice relative to WT female mice at the corresponding age. Colors represent increase (red) or decrease (blue) in the average intensity of 3 pooled samples. Values are shown in log2 according to the legend panel. **f** White blood cell counts of 2, 12, and 24-months-old *Prf1*^*−/−*^ and WT female mice. (*n* = 5 mice per group). **g** Representative photos of spleens from 2, 12, and 24-months-old *Prf1*^*−/−*^ and WT female mice. **h** Spleen weights of 2, 12, and 24-months-old *Prf1*^*−/−*^ and WT female mice. (*n* = 7 mice per group). For all graphs, values are means ± SEM. Student’s *t*-test was used for all comparisons between *Prf1*^*−/−*^ and WT mice. (*P < 0.05, **P < 0.01, ***P < 0.001)

To determine whether the increased accumulation of senescent cells and immune cells in tissues of *Prf1*^*−/−*^ mice are accompanied by systemic inflammation, we used a cytokine array to compare their serum cytokine levels with those of WT mice at the age of 2, 12, and 24 months. Interestingly, at the age of 2 months there was no difference between *Prf1*^*−/−*^ and WT mice, and at the age of 12 months only slight elevations were detected in the *Prf1*^*−/−*^ mice. Nevertheless, in 24-months-old *Prf1*^*−/−*^ mice we found a strong upregulation of pro-inflammatory factors (such as RANTES, TNF-α, IP-10, and MIG), in addition to an upregulation of some anti-inflammatory factors (such as IL-10 and IL-1RA) (Fig. 2e, Supplementary Figure 3d). Furthermore, the white blood counts (WBCs) of the old *Prf1*^*−/−*^ mice were more then 2-fold higher than those of the old WT mice (*P* = 0.014, Fig. 2f). In addition to a raised WBC, chronic inflammation usually leads to an increase in spleen size. The spleens of old *Prf1*^*−/−*^ mice were larger, both in size and in weight, than in their WT counterparts (Fig. 2g, h, Supplementary Figure 3e). In order to better characterize the inflammatory situation in the *Prf1*^*−/−*^ mice throughout aging, we looked for the presence of inflammatory cells in some of their internal organs. Flow-cytometry analysis of liver, pancreas, and lung of young *Prf1*^*−/−*^ mice did not show differences in their immune composition at young age comparing to the WT (Supplementary Figure 3f). Our observations thus suggest that accumulation of senescent cells in tissues of *Prf1*^*−/−*^ mice is accompanied by an increased inflammatory response, which might facilitate the establishment of age-related chronic inflammation.

### Perforin deficiency promotes age-related disorders and death

The establishment of chronic inflammation, also known as “inflammaging”, is a major risk factor for both morbidity and mortality in elderly people^16,35^. Owing to the increase in general inflammation in old *Prf1*^*−/−*^ mice, we set to monitor physiological integrity of organs in these mice compared to WT mice. We examined different organs by pathological analysis of hematoxylin and eosin (H&E)-stained sections. Our analysis demonstrated an acceleration of age-dependent general impairment of tissues in the *Prf1*^*−/−*^ mice compared to the WT mice (Supplementary Figure 4a). One manifestation of tissue impairment is the abnormal accumulation of extracellular matrix in tissues, commonly called fibrosis. In old *Prf1*^*−/−*^ mice, fibrotic areas in the liver, pancreas, skin, and kidney were extensively formed, and were increased more than 2-fold compared to old WT controls (*P* < 0.01) (Fig. 3a, Supplementary Figure 4a). Additionally, in the kidney of *Prf1*^*−/−*^ mice, periodic acid−Schiff (PAS) staining revealed enhanced formation of glomerular sclerosis compared to WT controls (*P* < 0.01, Fig. 3b, c, Supplementary Figure 4b). In the skin of old *Prf1*^*−/−*^ mice, loss of the subcutaneous fat layer and a moderate attrition of hair follicles have resulted in a significantly reduced skin thickness, compared to the old WT mice (*P* = 0.005, Fig. 3d, e). Skin abnormalities in old *Prf1*^*−/−*^ mice also resulted in significant reduction in hair density (*P* = 0.004), and a 20-fold increase in the prevalence of gray hair (Fig. 3f, g). Due to these phenotypes, old *Prf1*^*−/−*^ mice appeared visibly older than their WT counterparts (Fig. 3h). To investigate whether the described tissue impairments are affecting the physiological condition of old *Prf1*^*−/−*^ mice, we examined their blood for markers widely used to assess functions of different organs. Blood tests indicated a significant increase in general markers of tissue damage in internal organs, including the liver (ALP, AST, and ALT), pancreas (amylase), lungs (LDH), and muscles (CPK) (Fig. 3i). Analysis of markers in the blood also showed that urea levels in the blood of old *Prf1*^*−/−*^ mice were significantly higher than in old WT (*P* = 0.016; Fig. 3i). This might be a consequence of a reduction in kidney’s filtration capacity and glomerular sclerosis (Fig. 3b, c), frequently observed in both humans and mice of advanced age^36,37^. Apparently, therefore, accumulation of senescent cells in perforin-deficient mice is associated with impaired tissue structure and function of multiple organs.

**Fig. 3:**
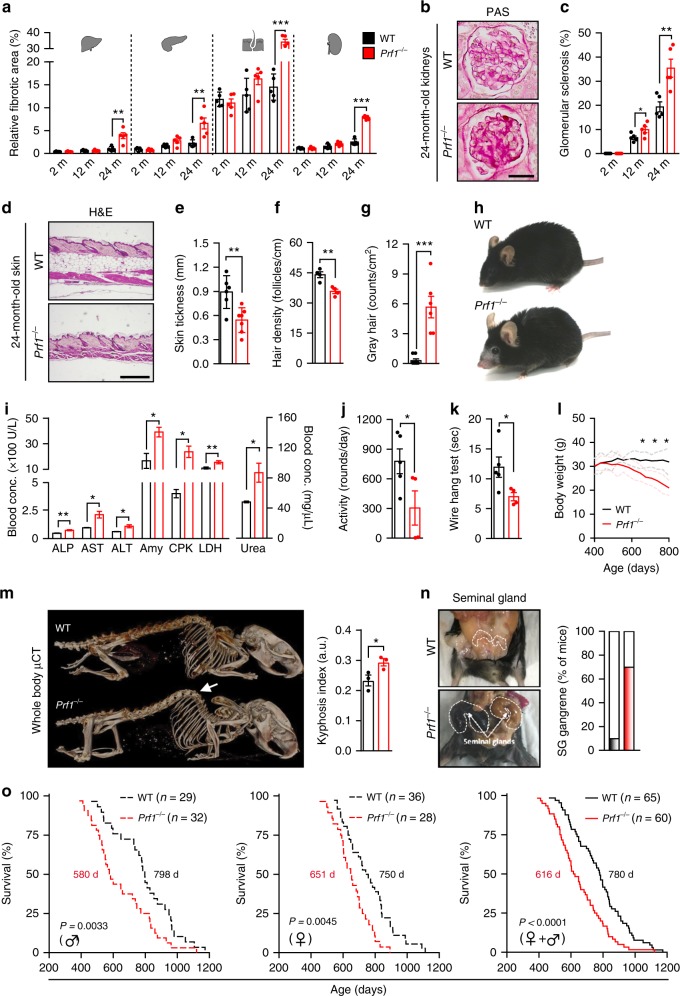
*Prf1*^*−/−*^ mice exhibit reduced fitness, higher rates of age-related disorders and a shorter lifespan. Cohorts of *Prf1*^*−/−*^ and WT male mice were followed for survival and analyzed at the age of 2, 12, and 24 months. **a** Percentages of fibrotic areas in indicated tissues based on the Sirius red-staining in Supplementary Figure 4a. (*n* ≥ 5 mice per group). **b** PAS staining of glomeruli from kidneys of 24-months-old *Prf1*^*−/−*^ and WT mice. Scale bar, 25 µm. **c** Percentages of sclerotic glomeruli, based on PAS-stained kidney sections. (*n* = 5 mice per group). **d** H&E-stained sections of lower-back skin. Scale bar, 200 µm. **e** Quantification of skin thickness of old mice. (*n* ≥ 6 mice per group). **f** Hair density on the lower back of old male mice. (*n* = 4 mice per group). **g** Numbers of gray-hair follicles per square centimeter of skin on the lower back of old mice. (*n* ≥ 6 mice per group). **h** Representative photos of the old mice with considerable differences in skin and in hair between the two genotypes. **i** Levels of common markers of damage in the sera of old mice. (*n* = 3 mice per group). **j** Average activity levels based on voluntary exercise of old mice. (*n* ≥ 4 mice per group). **k** Grip strength analysis based on a hang-wire test in old mice. Values indicate time that a mouse managed to hold on the wire. (*n* ≥ 4 mice per group). **l** Weight curves of *Prf1*^*−/−*^ and WT male mice. Values are means, dashed lines represent ± SEM (*n* ≥ 20 mice per group). **m** µCT-3D images of old mice. The arrow indicates dorsal kyphosis. Kyphotic index, (*n* = 3 mice per group). **n** The prevalence of seminal gland (shown) gangrene in old *Prf1*^*−/−*^ and WT male mice. **o** Kaplan–Meier curves for *Prf1*^*−/−*^ and WT mice. Chi square Gehan–Breslow-Wilcoxon test was used for statistical analysis. For all graphs, values are means ± SEM. Student’s *t*-test was used for all other comparisons between *Prf1*^*−/−*^ mice and WT mice. (*P < 0.05, **P < 0.01, ***P < 0.001)

The progressive decline in cellular function that occurs during aging ultimately affects the fitness on the organism level^38^. For example, old mice, like old humans, tend to be less active than young ones. To evaluate the overall fitness of *Prf1*^*−/−*^ mice we tested their voluntary exercise, as well as their muscle strength and coordination. We found that old *Prf1*^*−/−*^ mice showed a reduction of more than 2-fold in voluntary exercise (*P* < 0.05; Fig. 3j, Supplementary Figure 5a), and their grip strength and coordination in a “hang-wire” test were significantly decreased, compared to old WT mice (*P* = 0.044; Fig. 3k). Mammals also tend to lose weight during late stages of life^39^. Old *Prf1*^*−/−*^ mice also suffered from progressive weight loss (Fig. 3l), which was comprised of both muscle loss and fat loss (Supplementary Figure 5b). Another aspect of organism-level fitness reduction is kyphosis, an exaggerated rounding of the spine. Old *Prf1*^*−/−*^ mice exhibited a higher incidence of age-related kyphosis than old WT mice (*P* < 0.05; Fig. 3m). An age-related pathology reported to be common in C57BL/6 males is enlargement of the seminal glands^39,40^. Interestingly, many of the old *Prf1*^*−/−*^ males in our study had enlarged seminal glands (in 70% of *Prf1*^*−/−*^ mice compared to 10% in WT), which eventually resulted in gangrene (Fig. 3n). These glands were enriched with SA-β-Gal + cells in the *Prf1*^*−/−*^ mice, and the thickness of their fibrotic layer was 3-fold higher in these mice than in the old WT (Supplementary Figure 5c, d). Therefore, our finding showed *Prf1*^*−/−*^ mice develop multiple physiological disorders usually associated with older age, which could lead to shorten lifespan. We monitored the natural lifespan of cohorts of *Prf1*^*−/−*^ and WT mice from both genders. The median survival of *Prf1*^*−/−*^ mice was shorter (616 days) than that of WT mice (780 days), owing to the higher rate of early deaths, starting from the age of 14 months (Fig. 3o). Notably, the decreased median lifespan of *Prf1*^*−/−*^ mice was evident in both males and females (Fig. 3o). Overall, perforin deficiency is associated with accumulation of senescent cells, increase in total body inflammation, impaired function of multiple organs, and reduced survival.

### ABT-737 alleviates age-related phenotype of *Prf1*^*−/−*^ mice

Clearance of p16^Ink4a^-positive senescent cells in mice extends their health-span^36,41^. To examine whether clearance of senescent cells could counteract age-related phenotype caused by impaired immune cell cytotoxicity, we administered the previously reported senolytic drug ABT-737^42^. Senescent cell viability is dependent on the expression of anti-apoptotic proteins from the BCL-2 family^42–46^. Accordingly, treatment with their specific inhibitors, such as ABT-737 or ABT-263, skews senescent cells toward apoptosis both in vitro and in vivo^42–44^. We administrated ABT-737 (25 mg/kg) or a vehicle solution to 18-months-old *Prf1*^*−/−*^ mice, for two consecutive days monthly for a period of two months (Fig. 4a). Two weeks after the first ABT-737 injection, voluntary activity of ABT-737 treated mice increased compared to control mice (Fig. 4b). While the activity of the control group decreased over the two months as expected from aged mice, the ABT-737-treated group increased their activity 2-fold at the end of the first month and this increase was retained till the end of the experiment (*P* = 0.026; Fig. 4c). At the end of the two-month period, the amount of senescent cells was reduced in the ABT-737 treated mice as evaluated by SA-β-Gal staining (Fig. 4d) and by quantitative analysis of SA-β-Gal + /CD45-/HMGB1^−^ cells in different tissues (Fig. 4e). To examine whether reduction on senescent cell burden was accompanied by a reduction of the hyper-inflammatory profile of *Prf1*^*−/−*^ mice, we tested their serum by cytokine array. Interestingly, the top five proteins that were reduced by ABT-737 administration (Fig. 4f, Supplementary Figure 6a) include some of the most elevated proteins in the serum of old *Prf1*^*−/−*^ mice compared to WT mice (Fig. 2e). Moreover, both WBCs counts and spleen weight were significantly reduced in ABT-737 treated group (*P* = 0.017 and *P* = 0.039, respectively, Fig. 4g, h). In line with this effect, ABT-737 treatment led to reduced immune infiltration into tissues (Fig. 4i), and reduced fibrotic area (Fig. 4j, Supplementary Figure 6b). 

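RNA from the kidney, liver, lung and skin of Prf1−/− male mice was sequenced in 39 libraries made by a bulk derivation of MARS-seq, a method that reads the 3′ ends of transcripts. Old mice were given ABT-737, an inhibitor of anti-apoptotic proteins of the BCL-2 family, at 25 mg/kg, or vehicle, on 2 days of each month for 2 months from the age of 18 months, and were 20 months old at analysis. Young mice were 3 months old. Each tissue had 3 ABT-737-treated, 3 vehicle-treated and 4 young mice, apart from skin, which had 3 young mice. The treated mice carry the replicate numbers 3, 4 and 5 in both groups. In the sample labels, the drug given to ABT-737 replicates 4 and 5 is written as ABT-738 and ABT-739, whereas the paper describes ABT-737 alone, and these mice were placed in the ABT-737 group. The authors deposited the number of reads counted on each gene, without normalization, in a table for kidney, liver and lung and another for skin. Total counts per kidney library ranged from 2218423 to 3513311 in young mice (median 2819393), from 1431814 to 2584882 in vehicle-treated mice (median 2127425) and from 1983294 to 2107780 in ABT-737-treated mice (median 2007274). Liver libraries were shallower, with 527995 to 672778 counts in young mice (median 596252), 223957 to 891116 in vehicle-treated mice (median 847846) and 267345 to 560554 in ABT-737-treated mice (median 426783). In lung the totals were 1506934 to 2033866 in young (median 1935490), 1379296 to 2600092 in vehicle-treated (median 2365771) and 1046508 to 1988877 in ABT-737-treated mice (median 1677553). In skin they were 1493411 to 2271560 in young (median 1776063), 2246887 to 3569858 in vehicle-treated (median 2873609) and 2485280 to 3842808 in ABT-737-treated mice (median 3249284). For each tissue, the 3 groups were fitted together with edgeR's quasi-likelihood model after TMM normalization and edgeR's expression filter, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called differentially expressed. By the sample labels and the paper, every library came from a Prf1−/− mouse, and Prf1, the gene knocked out, was counted in each of them first. Prf1 (NM_011073) lies on the plus strand of chromosome 10 of GRCm38 from 61297836 to 61304263. It had 1 to 11 counts in young, 3 to 4 in vehicle-treated and 1 to 3 in ABT-737-treated kidney, and at most 4 counts in any liver library. In lung, its level was 9.08 ± 1.26 CPM (counts scaled to the normalized library size; SD, n = 4) in young, 8.78 ± 1.70 (SD, n = 3) in vehicle-treated and 16.3 ± 14.7 (SD, n = 3) in ABT-737-treated mice, of which replicate 4 had 1 count and replicate 5 had 68. In skin it was 13.9 ± 5.27 (SD, n = 3), 33.9 ± 14.0 (SD, n = 3) and 18.1 ± 1.74 (SD, n = 3) CPM in the same order. The genotype was taken from the labels. The counts cannot show it, since reads were counted on Prf1 and no wild-type library was analysed here.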

In order to evaluate the effect of ABT-737 on the tissues by an independent approach, we systematically characterized the mRNA expression profile of ABT-737-treated old *Prf1*^−/−^ mice and vehicle-treated old *Prf1*^−/−^ mice using genome wide RNA sequencing (RNA-seq). 

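In the kidney, 150 of the 11123 genes tested passed an adjusted p-value of 0.05 between ABT-737- and vehicle-treated mice, 15 of them higher and 135 lower with ABT-737. In the liver, 215 of 5583 genes passed, 56 higher and 159 lower. In the lung, 0 of 11949 genes passed, although 1919 had an unadjusted p under 0.05 where 597 are expected by chance, and the smallest adjusted p was 0.0847 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicate numbers were taken to pair the vehicle- and ABT-737-treated lungs, because same-numbered lungs deviated together in these counts. The labels and the paper do not give such pairs. A fit with this number as a block gave 99 genes, 25 higher and 74 lower. In the skin, 0 of 14224 genes passed and 1134 had an unadjusted p under 0.05, against 711 expected by chance. The genes with an unadjusted p under 0.05 were less one-sided than those called. In kidney 771 were higher and 876 lower, in liver 377 and 522, in lung 1137 and 782, and in skin 484 and 650. Over the alternatives other than the block, the count of genes that passed ranged from 69 to 416 in kidney, from 98 to 512 in liver, from 0 to 435 in lung and from 0 to 60 in skin. The highest kidney and lung counts came from edgeR's likelihood ratio test, which was chosen after seeing the values. Single libraries weighed on the counts. Without ABT-737 replicate 4 the kidney gave 57 genes and without vehicle replicate 3 it gave 471, and it gave 94 without ABT-737 replicate 3 and 92 without vehicle replicate 4. The liver gave 44 genes without ABT-737 replicate 4, 131 without ABT-737 replicate 3, 126 without vehicle replicate 4 and 529 without vehicle replicate 3. The lung gave 676 genes without ABT-737 replicate 4 and 122 without ABT-737 replicate 5. The skin gave 0 in each of the 9 fits that left out a library.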

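Gene Ontology annotation was not used here, and lists of genes written for each process took its place. Of the 66 immune response genes listed, all 51 tested in kidney were lower with ABT-737 (median log2 fold change −1.58), as were all 29 in liver (median −2.08, or −2.02 with genes at the detection floor set to their bound), 58 of 63 in lung (median −0.92) and all 44 in skin (median −1.32). After adjustment over all genes tested, 34 of these genes passed in kidney, 23 in liver and 0 in lung and skin, and adjusted over the list alone 46, 26, 14 and 20 passed. As a set they were lower in each tissue by limma's camera (Benjamini-Hochberg adjusted p = 5.00e-51, 4.22e-29, 2.35e-19 and 1.18e-29 in kidney, liver, lung and skin). Cytokines and chemokines, a list of 46 genes, had medians of −0.86 in kidney (18 of 19 lower), −2.33 in liver (8 of 8 lower, −2.06 with floor genes at their bound), −0.72 in lung (23 of 33 lower) and −1.20 in skin (23 of 24 lower), with limma's camera giving adjusted p-values of 2.18e-09, 2.95e-06, 1.19e-05 and 3.72e-11. Of these, 2, 4, 0 and 0 genes passed over all genes tested and 10, 7, 0 and 5 passed adjusted over the list alone. Endocytosis was taken in separate parts. Phagocyte receptors, a list of 25 genes, fell by a median of 1.21 in kidney, 2.16 in liver, 0.78 in lung and 1.62 in skin on the log2 scale, with limma's camera giving adjusted p-values of 6.33e-13, 3.72e-11, 3.13e-06 and 1.82e-16, and 6, 9, 0 and 0 of them passed over all genes tested against 16, 9, 1 and 18 adjusted over the list alone. The 31 genes of the clathrin machinery had medians of 0.01, −0.15 (−0.14 with floor genes at their bound), 0.03 and −0.11, and limma's camera gave adjusted p-values of 0.529, 0.286, 0.767 and 0.00762, so that only the skin value passed, with 25 of 30 genes lower. By limma's camera it did not pass without skin vehicle replicate 5 (median −0.09, adjusted p = 0.373) or without skin ABT-737 replicate 3 (median −0.10, adjusted p = 0.0521). With libraries left out in turn, the clathrin median of the kidney lay between −0.04 (without ABT-737 replicate 3) and 0.05 (without vehicle replicate 5) and was also negative without vehicle replicates 3 or 4, that of the lung lay between −0.06 (without ABT-737 replicate 4) and 0.08 (without ABT-737 replicate 3), that of the liver was −0.07 without ABT-737 replicate 4 and that of the skin −0.21 without vehicle replicate 4. The cytokine median was −0.42 in kidney without vehicle replicate 4, −0.20 in lung without vehicle replicate 5, −1.23 in lung without ABT-737 replicate 5 and −0.56 in skin without vehicle replicate 5. In lung the immune response median was −1.50 without ABT-737 replicate 5 and the phagocyte median −0.40 without vehicle replicate 5. The immune response and phagocyte calls in kidney and liver and the cytokine call in liver held both under fry and under camera with an estimated correlation, the kidney cytokine and skin immune calls held under fry only, and the others held under neither.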

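Among kidney genes with no overlap between groups, the largest falls were in Cst7, Gbp5 and Apol9a. Cst7 (NM_009977, chromosome 2 from 150570415 to 150578944), a cystatin of cytotoxic leukocytes, was 7.63 ± 2.18 CPM (SD, n = 3) with vehicle and had 1 count in each ABT-737-treated kidney, at least 4.99-fold lower (adjusted p = 0.00365, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gbp5 (NM_153564, chromosome 3 from 142496934 to 142522344), a guanylate-binding protein induced by interferon, was at least 4.78-fold lower (adjusted p = 0.00228 from the same edgeR test). Apol9a (NM_173786, chromosome 15 from 77403789 to 77411034) went from 11.7 ± 8.60 to 1.20 ± 0.805 CPM (SD, n = 3 each), a log2 fold change of −3.31 (SE 0.647, adjusted p = 0.0153 from edgeR), and its reads could have been split with near-identical members of its family. Apol9a passed in 6 of 7 alternatives (adjusted p = 9.27e-05 to 0.0602), and did not pass without kidney ABT-737 replicate 3 or 4 (adjusted p = 0.0666 and 0.0860 from edgeR). In liver, Saa2 (NM_011314, chromosome 7 from 46751833 to 46754314), an acute-phase serum amyloid with a close paralog, had 118, 5973 and 18634 counts in vehicle replicates 3, 4 and 5 and 81, 33 and 42 with ABT-737 (log2 fold change −6.06, SE 1.17, adjusted p = 0.00699 from edgeR), and passed in 7 of 8 alternatives (adjusted p = 2.12e-51 to 0.0963). Lcn2 (NM_008491, chromosome 2 from 32384637 to 32387739) had 19, 821 and 1011 counts with vehicle and a log2 fold change of −5.19 (SE 0.946, adjusted p = 0.00507 from edgeR), which ranged from 3.23e-38 to 0.110 over the alternatives and passed in 5 of 7 of them, DESeq2 not among these. Without liver ABT-737 replicate 4, neither Saa2 nor Lcn2 passed (adjusted p = 0.0655 and 0.0586 from edgeR). Ly6c2 (NM_001099217, chromosome 15 from 75108161 to 75111949), which has near-identical family members, was at least 4.17-fold lower in the same comparison (adjusted p = 0.00146 from edgeR).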

Differential expression analysis and subsequent functional (Gene Ontology) analysis on kidney, liver, lung, and skin indicates a general repression of immune response, cytokine production, and endocytosis (*P* = 1.4e^−92^; 1.2e^−25^ and 2.3e^−13^, respectively; Fig. 4k, Supplementary Data 1). The analysis also revealed several upregulated processes including fatty acid metabolism, cell morphogenesis, and development (*P* = 6.6e^−8^; 3e^−5^ and 3.1e^−4^, respectively; Fig. 4k, Supplementary Data 1). 

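Of 45 fatty acid metabolism genes listed, 28 of the 45 tested in kidney were higher with ABT-737 (median log2 fold change 0.15), as were 32 of 37 in liver (median 0.45), 32 of 37 in lung (median 0.43) and 17 of 38 in skin (median −0.03). The adjusted p of limma's camera, with Benjamini-Hochberg adjustment over lists and tissues, was 0.0118 in kidney, 1.23e-09 in liver, 2.70e-04 in lung and 0.739 in skin. Over all genes tested 1, 4, 0 and 0 of them passed, and adjusted over the list alone 6, 11, 0 and 0 passed. By limma's camera, the kidney value (adjusted p = 0.104) and the lung value (median 0.16, adjusted p = 0.406) did not pass without ABT-737 replicate 4, and the skin median became positive without vehicle replicate 4, ABT-737 replicate 4 or ABT-737 replicate 5, the highest being 0.15. Cell morphogenesis, a list of 42 genes, had medians of −0.05 in kidney, −0.03 in liver, 0.42 in lung and 0.06 in skin, with 18 of 37, 7 of 15, 26 of 35 and 22 of 37 genes higher, and limma's camera gave adjusted p-values of 0.809, 0.809, 9.41e-04 and 0.474. The liver median lay between −0.26 (without vehicle replicate 3) and 0.07 (without vehicle replicate 5), and was also positive without young replicates 1 or 4, vehicle replicate 4 and ABT-737 replicates 4 or 5. The kidney median rose to −0.00364 without vehicle replicate 5, the lung median to 0.79 without ABT-737 replicate 4, and the skin median lay between −0.02 (without ABT-737 replicate 4) and 0.17 (without ABT-737 replicate 3). The 45 development genes had medians of −0.11, 0.48, 0.64 and 0.41, with 10 of 26, 3 of 5, 29 of 36 and 24 of 31 genes higher, and limma's camera gave adjusted p-values of 0.529, 0.520, 2.59e-05 and 0.00402. The kidney median lay between −0.21 (without ABT-737 replicate 3) and 0.03 (without ABT-737 replicate 4), the lung median was 0.33 without vehicle replicate 5, and the skin median was 0.27 without ABT-737 replicate 4. By limma's camera the skin value did not pass without vehicle replicate 4 (adjusted p = 0.0578). No gene of the morphogenesis and development lists passed over all genes tested, while adjusted over the list alone 1 morphogenesis gene passed in lung and in skin, and 1 development gene in liver and in skin. Of the calls on these lists, fatty acid metabolism in liver held under fry and under camera with an estimated correlation, and the others did not. The kidney genes that rose most were Kif20b (NM_183046, chromosome 19 from 34922358 to 34975731), a kinesin, from 5.59 ± 1.42 to 17.7 ± 1.80 CPM (SD, n = 3 each; log2 fold change 1.63, SE 0.284, adjusted p = 0.00680 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Tchh (NM_001163098, chromosome 3 from 93442330 to 93449077; log2 fold change 1.39, SE 0.315) and Gpr155 (NM_001190297, chromosome 2 from 73341506 to 73386480; log2 fold change 1.14, SE 0.221). Tchh and Gpr155 had adjusted p-values of 0.0369 and 0.0153 in the same edgeR fit, and over the alternatives these ranged from 0.00229 to 0.144 for Tchh and from 5.65e-04 to 0.110 for Gpr155. Tchh passed in 2 and Gpr155 in 7 of the 10 edgeR fits that left out a library, with adjusted p-values of up to 0.148 (without vehicle replicate 4) and 0.0724 (without ABT-737 replicate 4). In liver, Cyp4a10 (NM_010011, chromosome 4 from 115518287 to 115533649), a fatty acid hydroxylase with close paralogs, went from 38.9 ± 16.6 to 600 ± 348 CPM (SD, n = 3 each), a log2 fold change of 3.83 (SE 0.507, adjusted p = 4.77e-04 from edgeR). Hsd3b5 (NM_008295, chromosome 3 from 98618636 to 98645534) was at least 9.18-fold higher (adjusted p = 0.00137 from edgeR). Mup11 (NM_001164526, chromosome 4 from 60658466 to 60662395) was at least 10.2-fold higher (adjusted p = 2.64e-04 from edgeR), but it overlaps Gm2083 on the same strand and belongs to a family of near-identical genes, so that its identity is uncertain.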

Encouraged by significant downregulation in cytokine production, we evaluated ABT-737 effects on a more confined SASP signature^47^ in these tissues. 

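A list of 63 SASP genes was compared with the genes that passed the expression filter in each tissue. Of these, 47 were detected in at least one tissue and 16 in all 4 tissues. The kidney had 30, the liver 18, the lung 37 and the skin 37 of them. By edgeR's log2 fold change, 22 of the 30 were lower with ABT-737 in kidney, 14 of 18 in liver, 19 of 37 in lung and 30 of 37 in skin. By the mean of log2(CPM + 1) these numbers were 22, 10, 19 and 28. Il6 had no more than 1 count in any library, so that no change in it was detectable at this depth.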

Out of 56 established SASP factors, we detected 40 factors in at least one of the tissues, while different tissues express from 20 to 34 of the factors (Fig. 4l). 

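Among the genes that passed in kidney, 1 was a SASP gene, Ccl5, where 0.405 was expected (one-sided Fisher's exact test, p = 0.335). In liver 2 were SASP genes, Ccl5 and Icam1, where 0.693 was expected (one-sided Fisher's exact test, p = 0.151). In lung and skin no gene passed, so there was nothing to test, although 8 SASP genes in each had an unadjusted p under 0.05. Adjusted over the list alone, 3 SASP genes passed in kidney, 8 in liver, 0 in lung and 1 in skin. With the replicate number as a block, which was taken to pair the lungs, 3 SASP genes were among the lung genes called (one-sided Fisher's exact test, p = 0.00349). The liver count was 6 without the expression filter (one-sided Fisher's exact test, p = 0.00562) and 4 with edgeR's likelihood ratio test (one-sided Fisher's exact test, p = 0.0294), which was chosen after seeing the values. Single libraries decided this count. It was 2 in kidney without ABT-737 replicate 3 (one-sided Fisher's exact test, p = 0.0282) and 3 without vehicle replicate 3. In liver it was 8 without vehicle replicate 3 (one-sided Fisher's exact test, p = 6.62e-05) and 1 without vehicle replicate 4 or 5 or any of the ABT-737 replicates. In lung it was 3 without ABT-737 replicate 5 (one-sided Fisher's exact test, p = 0.00649).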

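Ccl5 (NM_013653), a T cell chemokine, lies on the minus strand of chromosome 11 of GRCm38 from 83525779 to 83530518. In kidney it was 262 ± 102 CPM (SD, n = 3) with vehicle and 69.4 ± 27.2 (SD, n = 3) with ABT-737, a log2 fold change of −1.91 (SE 0.310, adjusted p = 0.00422, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In liver it was 282 ± 67.3 and 31.7 ± 20.3 (SD, n = 3 each), a log2 fold change of −3.22 (SE 0.377, adjusted p = 2.05e-04 from edgeR). The lung values were 3978 ± 3185 and 815 ± 705 (SD, n = 3 each; log2 fold change −2.29, SE 0.623, adjusted p = 0.129 from edgeR, or 0.0230 with the block), and those of skin 75.8 ± 84.2 and 6.02 ± 3.39 (SD, n = 3 each; log2 fold change −3.64, SE 0.772, adjusted p = 0.476 from edgeR). Over the alternatives the adjusted p ranged from 0.0101 (DESeq2) to 0.490 in lung and from 8.29e-04 (DESeq2) to 1.00 in skin, and in lung Ccl5 also passed without ABT-737 replicate 5 (adjusted p = 0.0322 from edgeR). Without vehicle replicate 5 its log2 fold change was −1.40 in lung and −2.16 in skin. Cxcl10 (NM_021274, chromosome 5 from 92346639 to 92348889), which overlaps Art3 on the other strand, fell in kidney from 60.7 ± 21.8 to 16.8 ± 4.06 CPM (SD, n = 3 each; log2 fold change −1.87, SE 0.256, adjusted p = 0.00113 from edgeR) and was at least 3.77-fold lower in liver (adjusted p = 0.0101 from edgeR). Cxcl9 (NM_008599, chromosome 5 from 92321331 to 92328079) had log2 fold changes of −1.04 in kidney, −2.21 in liver, −2.09 in lung and −1.78 in skin, with edgeR adjusted p-values of 0.254, 0.0114, 0.267 and 0.650, and 0.0272 in lung with the block. In liver Cxcl9 passed in 5 of 7 alternatives (adjusted p = 2.91e-06 to 0.100) and Cxcl10 in 6 of 7 (adjusted p = 8.91e-05 to 0.0556), and with only the compared groups in the fit Cxcl9 had an adjusted p of 0.0589. In liver Cxcl9 did not pass in edgeR fits without vehicle replicate 4, ABT-737 replicate 3 or ABT-737 replicate 4 (adjusted p = 0.103, 0.0528 and 0.113), nor Cxcl10 without ABT-737 replicate 4 or 5 (adjusted p = 0.0675 and 0.0609). Cxcl10 had log2 fold changes of −1.98 in lung and −2.31 in skin and passed in neither (adjusted p = 0.342 and 0.583 from edgeR). With a library left out, these ranged from −5.37 to −0.61 in lung and from −3.25 to −0.54 in skin. Without lung ABT-737 replicate 5, Cxcl9 and Cxcl10 passed in lung (adjusted p = 0.0114 and 0.0353 from edgeR). The log2 fold change of Cxcl9 was then −5.10. The value of Cxcl9 was −0.42 in kidney without vehicle replicate 4, and −1.09 in lung and −0.45 in skin without vehicle replicate 5. Ccl2 (NM_011333, chromosome 11 from 82035577 to 82037452) had log2 fold changes of −1.08 in kidney, −2.10 in lung and −1.32 in skin and Tnf one of −2.20 in lung. None of these passed (edgeR adjusted p = 0.173, 0.275, 0.759 and 0.166). The lung values without lung vehicle replicate 5 were −0.41 for Ccl2 and −1.13 for Tnf. Without lung ABT-737 replicate 5 they were −3.47 and −3.21. The value of Ccl2 in skin was 0.02 without vehicle replicate 5, −0.86 without ABT-737 replicate 4 and −2.82 without ABT-737 replicate 5. In kidney Ccl2 stayed between −1.28 and −0.91 in the fits that left out a library.

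**Figure D1:**
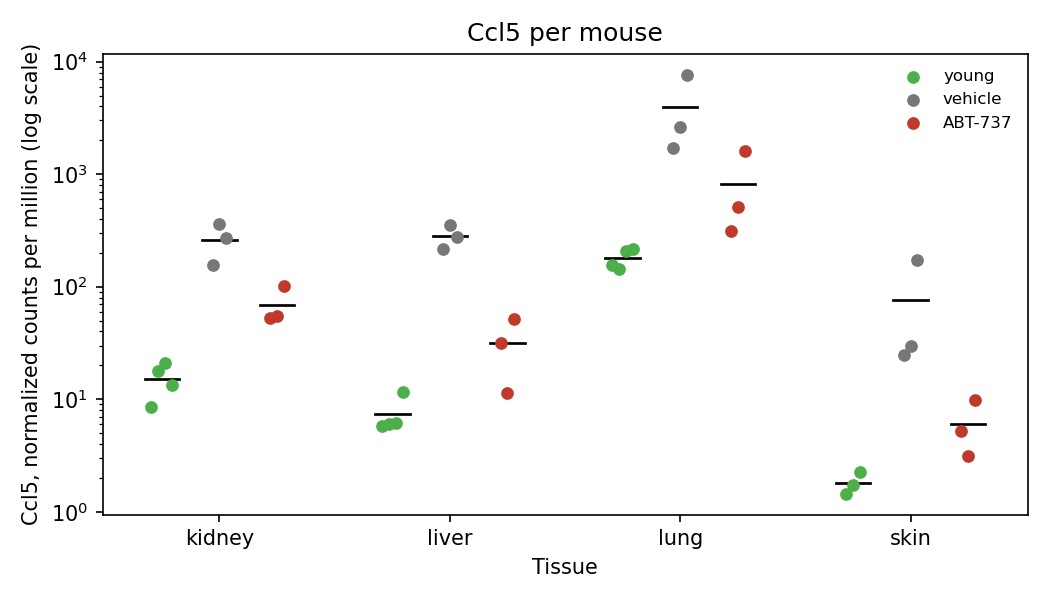
Ccl5 in each mouse, in normalized CPM on a log axis, for young (green), vehicle-treated (grey) and ABT-737-treated (red) Prf1−/− mice of each tissue; the black line is the mean of a group. The kidney mean was 262 with vehicle and 69.4 with ABT-737, and in lung and skin the vehicle-treated mice spread widely.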

In all four tissues examined, affected genes were enriched for SASP factors (hypergeometric test *P* *<* 0.001). To assess whether ABT-737 treatment drives gene expression levels towards those of young mice, we performed RNA-seq on the same tissues from 3-month-old *Prf1*^*−/−*^ mice. 

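Vehicle-treated old mice were compared with the young mice in the same fits. In kidney 1474 genes passed, 862 higher and 612 lower in old mice, and in liver 1261 passed, 656 higher and 605 lower. In lung 1539 passed, 974 higher and 565 lower, and in skin 1592 passed, 831 higher and 761 lower. With the replicate number as a block the lung gave 333 genes, 243 higher and 90 lower. That block also matches young to old mice by number, and only young replicates 3 and 4 share a number with old lungs. The lower count may thus come from the young mice lost to the comparison. Keeping only genes with at least 10 counts in every library gave 496 genes in liver. Without a library the counts fell in kidney to 842 (vehicle replicate 4), 885 (vehicle replicate 5) and 967 (young replicate 4). In lung they were 502 without vehicle replicate 5, 2426 without vehicle replicate 4 and 803, 891, 811 and 880 without young replicates 1 to 4. In skin 39 genes passed without young replicate 1, 41 without young replicate 2, 686 without young replicate 3, 382 without vehicle replicate 5 and 2459 without ABT-737 replicate 3. The D site albumin promoter binding protein gene, Dbp (NM_016974, chromosome 7 from 45705247 to 45710203, overlapping Sphk2 on the other strand), was among the genes that fell most, from 373 ± 33.0 (SD, n = 4) to 23.9 ± 5.93 (SD, n = 3) CPM in kidney (log2 fold change −3.93, SE 0.178, adjusted p = 2.17e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by a log2 fold change of −5.01 in lung (SE 0.322, adjusted p = 2.79e-06 from edgeR). In kidney Ciart was at least 6.16-fold lower, while Apol11b was at least 6.99-fold and Mir124-2hg at least 5.70-fold higher. In liver Mt2 and Lcn2 rose by log2 fold changes of 7.84 and 7.49, and Hsd3b5 and Mup11 were at least 45.6-fold and 23.0-fold lower. In lung Cxcl9 rose from 2.42 ± 0.708 (SD, n = 4) to 500 ± 430 (SD, n = 3) CPM, and Saa3 had 16388 counts in vehicle replicate 5 against 192 and 158 in replicates 3 and 4, while Nr1d1 fell by 5.86 on the log2 scale. In skin Saa3 was at least 197-fold and Fcgr4 at least 10.4-fold higher, and Gm31659 and Gm7820 were at least 11.1-fold and 5.89-fold lower. The bound for Saa3 rests on vehicle replicate 5, with 3664 counts against 39 and 17 in replicates 3 and 4. Without that library the log2 fold change of Saa3 was 4.22 (adjusted p = 0.103 from edgeR), and Saa3 passed in 3 of the 9 skin fits that left out a library (adjusted p = 0.0279 to 0.136). Fcgr4 did not pass without young replicate 1, 2 or 3 (adjusted p = 0.0771, 0.0752 and 0.0537 from edgeR), Gm31659 without young replicate 1 or 2 or vehicle replicate 5 (adjusted p = 0.0627, 0.0569 and 0.0588 from edgeR), and Gm7820 without young replicate 1 (adjusted p = 0.0553 from edgeR).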

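For each gene that differed between vehicle-treated and young mice, its distance from the young level with ABT-737 was compared with that with vehicle. In kidney 92.3% of these genes were closer to the young level with ABT-737, in liver 80.3%, in lung 94.1% and in skin 78.8%. Because genes chosen on the vehicle-treated mice tend to lie far out in those mice, the share was also taken in 40 simulations without an ABT-737 effect, in which it averaged 68.3%, 63.0%, 67.0% and 65.4% and in none reached the observed share. Simulated mice vary less than real ones, and the share was not taken over reassigned mice. How far chance differences between real mice could raise it is therefore not known. Of the genes higher in old mice, 91.4%, 89.6%, 94.3% and 88.1% were closer with ABT-737 in the same order, and of those lower in old mice 93.5%, 70.7%, 93.8% and 68.6%. Between ABT-737-treated and young mice, 189, 350, 145 and 565 of these genes still passed.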

We found that expression levels of genes affected by ABT-737 were driven towards the levels in young mice (Fig. 4l, Supplementary Figure 6c). ABT-737 treatment positioned overall SASP expression levels of old *Prf1*^*−/−*^ mice closer to those of young *Prf1*^*−/−*^ mice in kidney, liver, and skin (*P* < 0.01, *P* < 0.05, *P* < 0.001, respectively; Fig. 4l).

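The score of a mouse was the mean over detected SASP genes of log2(CPM + 1) less the mean of the young mice. In kidney it was 0.57 ± 0.18 (SD, n = 3) with vehicle and 0.20 ± 0.05 (SD, n = 3) with ABT-737, a difference of −0.37 (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). In liver it was 0.51 ± 0.67 and −0.02 ± 0.20 (SD, n = 3 each), a difference of −0.53 that lay within the spread between mice (two-sided exact permutation test, p = 0.4), and it was −0.91 without vehicle replicate 3, −0.31 without vehicle replicate 4 and −0.34 without vehicle replicate 5. In lung it was 0.86 ± 0.19 and 0.63 ± 0.23 (SD, n = 3 each), a difference of −0.22 (two-sided exact permutation test, p = 0.2), which lay between −0.11 (without ABT-737 replicate 3) and −0.36 (without ABT-737 replicate 5). In each of the 3 same-numbered pairs of lungs the ABT-737-treated mouse scored lower, by 0.48, 0.0077 and 0.19 in replicates 3, 4 and 5. A paired test was added after seeing these values (two-sided exact test over the signs of the differences, p = 0.25, the smallest that 3 pairs allow). In skin it was 1.44 ± 0.48 and 0.84 ± 0.44 (SD, n = 3 each), a difference of −0.59 (two-sided exact permutation test, p = 0.3), which was −0.30 without vehicle replicate 5 and −0.25 without ABT-737 replicate 4. Between 3 mice and 3 mice the unpaired test cannot give a p under 0.1. Each vehicle-treated mouse scored above each young mouse in kidney and lung (two-sided exact permutation test, p = 0.0286 in each, the smallest that 3 mice against 4 allow). The same held in skin (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). In liver the groups overlapped (two-sided exact permutation test, p = 0.229).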

**Fig. 4:**
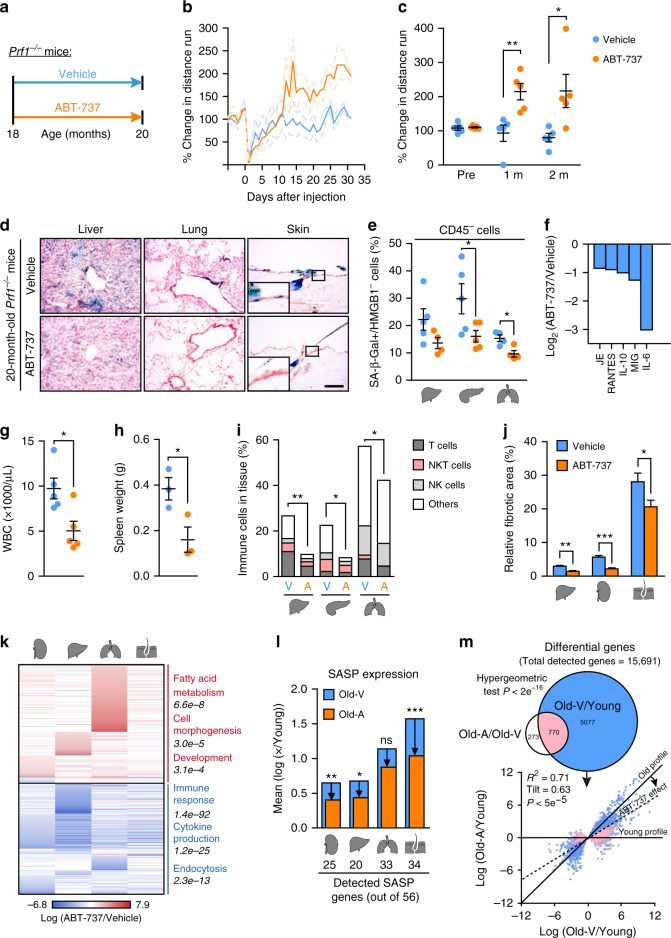
Treatment with ABT-737 counteract accelerated aging process of *Prf1*^*−/−*^ male mice. **a** Starting from 18 months, ABT-737 or vehicle were administered to *Prf1*^*−/−*^ mice at the beginning of each month, the mice were analyzed at the age of 20 months. **b** Change in distance run on a voluntary exercise test. Values are means and dashed lines represent ± SEM for each curve (*n* = 5 mice per group). **c** Average voluntary exercise levels during the last 3 days of the two months (*n* = 5 mice per group). **d** SA-β-Gal activity in indicated organs. Scale bar, 100 µm. (*n* = 5 mice per group). **e** CD45^−^/SA-β-Gal + /HMGB1^−^ population in indicated organs (*n* ≥ 4 mice per group). **f** Relative cytokine levels in the serum for top five altered cytokines. Bars represent average intensity of 3 pooled samples. **g** WBC counts. (*n* = 5 mice per group). **h** Spleen weights. (*n* = 3 mice per group). **i** Flow-cytometry quantification of total immune cells (CD45^+^), T cells (CD45^+^/CD3^+^/NK1.1^-^), NKT cells (CD45^+^/CD3^+^/NK1.1^+^), and NK cells (CD45^+^/CD3^-^/NK1.1^+^) in indicated organs (*n* ≥ 4 mice per group). **j** Fibrotic areas in indicated organs based on the Sirius Red-stained sections in Supplementary Figure 6b. (*n* = 5 mice per group). Student’s *t*-test was used for all comparisons between *Prf1*^*−/−*^ mice and WT mice. **k** Differentially expressed genes in indicated organs. Notable enriched GO terms are highlighted (*n* ≥ 3 mice per group). **l** SASP genes score, presented as expression mean log ratio of old ABT-737 and Vehicle treated over young *Prf1*^*−/−*^ mice (Supplementary Figure 6c). The bottom panel depicts number of detected SASP genes. (*n* ≥ 3 mice per group). **m** Upper panel: Euler diagram of differentially expressed genes from all analyzed tissues. Lower panel: Log ratio of gene expression for 20-months-old ABT-737 (*y* axis) and Vehicle (*x* axis)-treated over young *Prf1*^*−/−*^ mice. Dashed line represents linear regression fitted to the data; *p* value computed against the null hypothesis that tilt = 1; (*n* ≥ 3 mice per group). For all graphs, values are means ± SEM. Student’s *t*-test was used for all other comparisons. (*P < 0.05, **P < 0.01, ***P < 0.001)

Effects observed in SASP factors point to the possibility of global shift of the transcriptional profile to a younger state following the ABT-737 treatment. Indeed, 74% of genes affected by ABT-737 treatment were also affected by aging (Fig. 4m, upper panel). This significantly larger-than-random (Hypergeometric test, *P* < 2e^−16^) overlap suggests an interaction between ABT-737 treatment and age-related transcriptional changes. 

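Over all tissues, 313 genes passed between ABT-737- and vehicle-treated mice in at least one tissue, and 4508 of the 16479 genes tested passed between vehicle-treated and young mice. Of the 313 genes, 293 were in both sets, a share of 93.6% where 27.4% is expected (exact hypergeometric test, p = 4.18e-140). In kidney, 142 of 150 genes (94.7%) also differed with age in that tissue, where 13.3% is expected, and in liver 190 of 215 (88.4%), where 22.6% is expected. Both comparisons use the same vehicle-treated mice, so that chance values are shared. In 40 simulations without an ABT-737 effect the share averaged 85.0% over the 34 in which any gene was called, and 26 of these came as high as the observed share. These simulations had at most 3 genes called per tissue, so the share was also taken over genes with an unadjusted p under 0.05 in ABT-737- against vehicle-treated mice. It was 65.1% in kidney, 67.1% in liver, 52.2% in lung and 61.4% in skin, against 41.8%, 49.2%, 45.6% and 50.4% in the simulations, of which 0 of 40 came as high. Simulated mice vary less than real ones, and these shares were not taken over reassigned mice. Over the alternatives other than a left-out library the share ranged from 73.6% of 712 genes (DESeq2) to 98.6% (only the compared groups in the fit). Over the 39 fits that each left out a library it ranged from 47.2% (without lung ABT-737 replicate 4) to 98.0%.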

Importantly, ABT-737 effect counteracts the effect of aging on the vast majority of these genes, literally rejuvenating the expression profile of the mice. This effect becomes clear when the data are presented by regression of gene expression log fold-change old ABT-737/Young on old Vehicle/Young (Fig. 4m, lower panel, Supplementary Data 2) for all age-affected genes. 

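Of the genes that passed in both comparisons in the same tissue, 329 of 332 (99.1%) changed in opposite directions with ABT-737 and with age. These were 142 of 142 in kidney and 187 of 190 (98.4%) in liver. The shared vehicle-treated mice push the signs apart, and in the simulations without an ABT-737 effect 73.7% were opposed over the 31 with any such gene, of which 18 came as high as the observed share. Among genes with an unadjusted p under 0.05 in both comparisons, 99.1% were opposed in kidney, 95.7% in liver, 98.8% in lung and 96.0% in skin, against 85.2%, 78.8%, 80.6% and 76.0% in the simulations, none of which reached the observed share. These shares, too, were not taken over reassigned mice, which vary more than simulated ones. The share over called genes stayed between 98.0% and 100% in the 39 fits that each left out a library.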

The linear regression line (dashed line, Fig. 4m, lower panel, Supplementary Data 2) has a tilt < 1, indicated that the expression profile of old ABT-737 treated mice is more similar to young compared to old vehicle-treated mice (*P* < 5e^−5^). This result is further supported by correlation analysis, showing that log(old Vehicle/Young) anti-correlates with log(ABT-737/Vehicle) (Spearman correlation test *ρ* = −0.63, −0.46, −0.59, and −0.25 for kidney, liver, lung, and skin respectively, *P* < 2e^−16^). 

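Over genes that differed between vehicle-treated and young mice, the slope of log2(ABT-737/young) on log2(vehicle/young) was 0.500 in kidney, 0.570 in liver, 0.574 in lung and 0.699 in skin, and 0.613 over the 5866 pairs of gene and tissue together. Genes are not independent replicates, so the mice were reassigned in all 20 ways between the groups, with genes selected again. The slope was the lowest of the 20 in kidney and liver (one-sided exact permutation test, p = 0.05, the smallest that 20 assignments allow), and p was 0.1 in lung and 0.25 in skin. Among the 8 assignments that part every pair of same-numbered lungs, a comparison added after seeing the values, the real one had the lowest slope, so that 1 of 8 came as low. A slope under 1 arises without any drug effect, because the genes are chosen on the same vehicle-treated mice. In simulations without an effect it averaged 0.896, 0.925, 0.898 and 0.914, or 0.912 overall, and 0 of 40 simulations were as low as the observed slope. With genes chosen on other mice than those compared, the ABT-737 slope averaged 0.450, 0.483, 0.485 and 0.690 and the slope of the vehicle-treated mice left out averaged 0.821, 0.918, 0.819 and 0.772. The ABT-737 slope was the lower in 18 of 18 divisions of the mice in kidney, liver and lung, and in 6 of 9 in skin. The divisions reuse the same vehicle- and ABT-737-treated mice, so they are not independent checks. With DESeq2 the skin slope was 0.808, and leaving out skin ABT-737 replicate 3 gave 0.843. Without lung ABT-737 replicate 5 the lung slope was 0.354. Taken mouse by mouse against the mean of the vehicle-treated mice, the slope of ABT-737-treated mice was 0.421 to 0.586 in kidney, 0.536 to 0.673 in liver, 0.272 to 0.846 in lung and 0.678 to 0.867 in skin, and that of vehicle-treated mice 0.906 to 1.19, 0.933 to 1.48, 0.794 to 1.33 and 0.917 to 1.20. Vehicle-treated mice are part of that mean, so their slopes lie around 1 by construction.

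**Figure D2:**
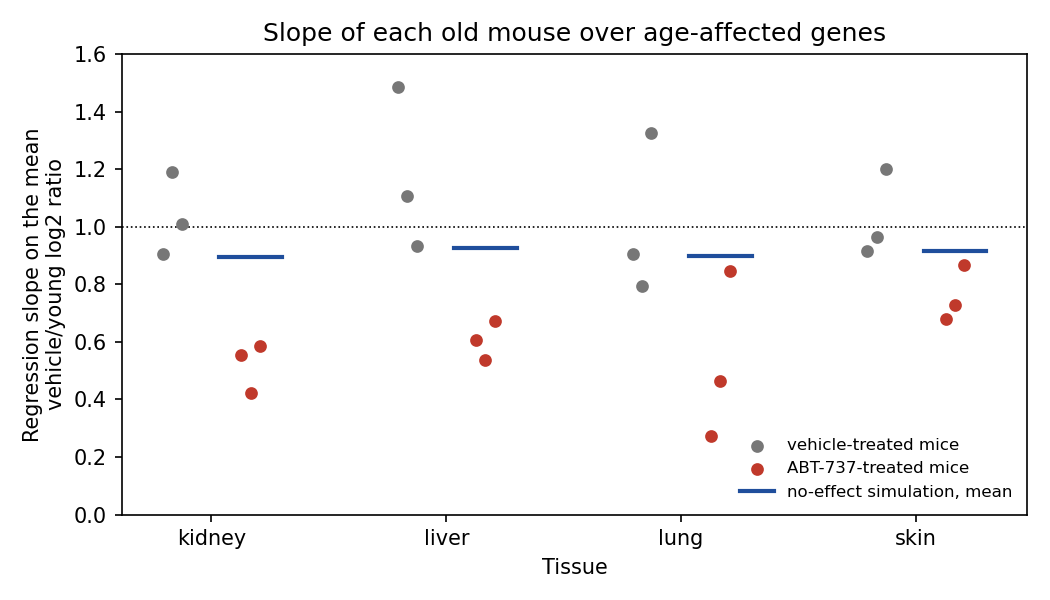
Regression slope of each old mouse's log2 ratio to young on the mean vehicle/young log2 ratio over age-affected genes (vertical axis), for vehicle-treated (grey) and ABT-737-treated (red) mice of each tissue; the blue line is the mean of simulations without an ABT-737 effect and the dotted line marks 1. In kidney, liver and skin every ABT-737-treated mouse lies below every vehicle-treated mouse, while in lung the groups overlap, the highest ABT-737-treated mouse at 0.846 and the lowest vehicle-treated mouse at 0.794, and in each of the 3 same-numbered pairs of lungs the ABT-737-treated mouse is the lower. Each vehicle-treated mouse is part of the mean, so vehicle slopes lie around 1 by construction and the groups part to some extent without a drug effect.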

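Over age-affected genes, Spearman's rho across genes between log2(vehicle/young) and log2(ABT-737/vehicle) was −0.866 in kidney, −0.642 in liver, −0.808 in lung and −0.722 in skin. The vehicle-treated mice stand in both ratios with opposite signs, and without an ABT-737 effect 40 simulations averaged −0.362, −0.260, −0.340 and −0.327, with 0 of 40 as low as the observed value. Over all genes tested, rho was −0.627, −0.485, −0.601 and −0.259, against −0.279, −0.205, −0.246 and −0.201 in the simulations. Among the 20 assignments of the mice, rho was the lowest in kidney (one-sided exact permutation test, p = 0.05, the smallest possible), with p = 0.35 in liver, 0.2 in lung and 0.35 in skin. Among the 8 that part every pair of same-numbered lungs, also added after seeing the values, it was the lowest in lung, so that 1 of 8 came as low. With different vehicle-treated mice in the 2 ratios, rho averaged −0.679 in kidney (−0.762 to −0.492), −0.458 in liver (−0.686 to 0.0280), −0.577 in lung (−0.720 to −0.221) and −0.150 in skin (−0.534 to 0.152). Without skin ABT-737 replicate 3, the skin value over age-affected genes was −0.316. From a slope under 1 over age-affected genes the paper concludes that the expression profile of old mice treated with ABT-737 lay closer to that of young mice than the profile of vehicle-treated mice did. The paper gives its own negative correlations between these ratios as further evidence.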

Overall, our results show that the senolytic drug ABT-737 eliminates senescent cells and counteracts age-related phenotype caused by *Prf1* gene knockout in old mice.

### ABT-737 extends the lifespan of progeroid mice

In some cases of accelerated aging, senescent cell formation can be enhanced by a repetitive intrinsic stress; that appears to occur in Hutchinson–Gilford progeria syndrome (HGPS), where accumulation of the progerin protein causes defects of the nuclear lamina and frequent damage to DNA^48,49^. *LMNA*^+/G609G^ mouse harbors a point mutation in the *LMNA* gene, which is identical to the HGPS causing mutation^50^. This HGPS mouse model demonstrates an extensive accumulation of senescent cells (Supplementary Figure 7a, b)^50^. To inquire the possibility that pharmacological elimination of senescent cells could also increase the lifespan of progeroid mice, we have tested the effect of the senolytic drug ABT-737 on *LMNA*^+/G609G^ mice. *LMNA*^+/G609G^ mice were treated with ABT-737 for two consecutive days monthly from the age of 7 months and their tissues were analyzed at 11 months (Fig. 5a). We quantified the SA-β-Gal + cells present in the livers, pancreas, lungs, and skin of *LMNA*^+/G609G^ mice. ABT-737 treatment resulted in a substantial decrease in SA-β-Gal + cells in all of the tested tissues (Fig. 5b), with an efficacy of elimination ranging from 50% (liver) to 70% (lungs) (Fig. 5c). Elimination of senescent cells was further validated by an overall reduction in molecular markers of senescence (γH2AX, p15, p53, and p53BP1) (Fig. 5d, Supplementary Figure 7c). Therefore, treatment with ABT-737 resulted in considerable decrease in the numbers of senescent cells in tissues of *LMNA*^+/G609G^ mice.

**Fig. 5:**
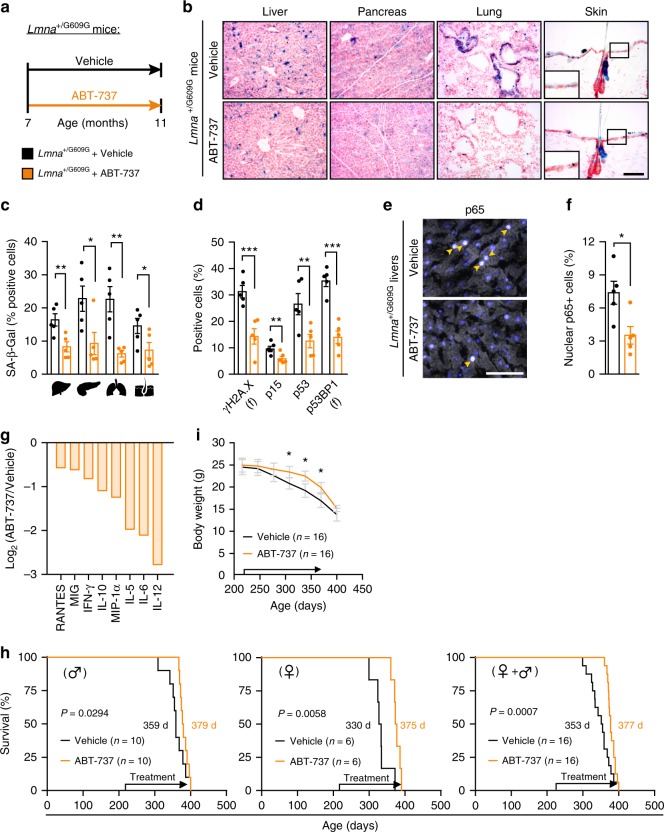
Treatment with ABT-737 increases median lifespan of progeroid mice. Starting the age of 7 months ABT-737 or DMSO-based vehicle solution was administered to *LMNA*^+/G609G^ mice. **a** Scheme of drug administration to *LMNA*^+/G609G^ mice. **b** Representative images depicting SA-β-Gal activity in frozen sections of livers, pancreas, lungs, and skin from ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ female mice at the age of 11 months. Scale bar, 100 µm. **c** Percentage of cells with SA-β-Gal activity in liver, pancreas, lungs, and skin from ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ female mice. (*n* = 5 mice per group). **d** Percentages of cells stained positively for γH2AX, p15, p53, p53BP1, and DcR2 in ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ female mice at the age of 11 months. (*n* = 5 mice per group). **e** Representative images of immunofluorescence staining for p65 (arrows) in liver sections from ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ female mice at the age of 11 months. Scale bar, 50 µm. **f** Percentage of p65 + nuclei in livers from ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ female mice at the age of 11 months. (*n* = 5 mice per group). **g** Serum cytokine levels in ABT-737-treated *LMNA*^+/G609G^ female mice relative to age-matched vehicle -treated *LMNA*^+/G609G^ female mice. Bars represent the average intensity of 3 pooled samples (log2). Values are shown for cytokines that were decreased by more than 2-fold. **h** Kaplan–Meier survival curves of ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ mice. Data is shown for males (*n* = 10), females (*n* = 6), and both genders combined (*n* = 16). Chi square Gehan–Breslow–Wilcoxon Test was used for statistical analysis. **i** Weight curves of ABT-737-treated and vehicle-treated *LMNA*^+/G609G^ mice. (*n* = 16 mice per group). For all graphs, values are means ± SEM. Student’s *t*-test was used for all comparisons between the two groups. (*P < 0.05, **P < 0.01, ***P < 0.001)

The accelerated aging phenotype in *LMNA*^+/G609G^ mice has been previously linked to an NF-κB-mediated systemic inflammatory response^50^, similarly observed in *Prf1*^*−/−*^ mice. To determine whether the reduced tissue burden of senescent cells following ABT-737 treatment is associated with reduced inflammatory profile in old *LMNA*^+/G609G^ mice, we evaluated the activation levels of NF-κB in the liver. The number of cells that are positive for nuclear p65 was more than two-fold decreased in the ABT-737 treated mice comparing to the control mice (*P* = 0.019; Fig. 5e, f). To examine the systemic effect of ABT-737 treatment in these mice we assayed cytokines in their serum using a cytokine array (Fig. 5g, Supplementary Figure 7d). Interestingly, the amounts of the eight cytokines that had been among the most strongly upregulated in old *Prf1*^*−/−*^ mice were reduced upon ABT-737 treatment in *LMNA*^+/G609G^ mice (Fig. 5g, Fig. 2a). We next determined the lifespan of *LMNA*^+/G609G^ mice treated with ABT-737 or with a vehicle. Strikingly, ABT-737-treatment resulted in a significant increase in median survival (377 vs. 353 days, *P* = 0.0007), compared with vehicle-treated mice (Fig. 5h). ABT-737 effect on lifespan was observed in both male and female *LMNA*^+/G609G^ mice (Fig. 5h). The observed increase in median survival in the ABT-737-treated mice was accompanied by a delayed decrease in weight loss during their late stages of life (Fig. 5i). Our data thus suggest that the treatment with ABT-737 eliminates senescent cells, reduces the levels of circulating cytokines, and extend the median lifespan in *LMNA*^+/G609G^ mice.

### Perforin deficiency shortens the lifespan of progeroid mice

The involvement of immune cell cytotoxicity in the regulation of the presence of senescent cells and in accelerated aging in progeroid mice is largely unknown. By crossing *Prf1*^*−/−*^ mice with *LMNA*^+/G609G^ mice, we generated *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice, *LMNA*^+/G609G^*/Prf1*^+/*−*^ mice, and *LMNA*^+/G609G^*/Prf1*^+/+^ mice, and followed their survival. In a similar manner to *Prf1*^*−/−*^ mice, *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice exhibited reduced median survival compared to control *LMNA*^+/G609G^*/Prf1*^+/+^ mice, suggesting that immune cell cytotoxicity acts to restrain accelerated aging in progeroid mice (Fig. 6a). Intrigued by this finding, and by the finding that in *LMNA*^+/G609G^ mice ABT-737 treatment reduced the presence of cytokines upregulated in old *Prf1*^*−/−*^ mice, we asked whether clearance of senescent cells could counteract accelerated aging which stems from a combination of progerin accumulation and impaired immune cell cytotoxicity. For this purpose, we administered ABT-737 or vehicle to *LMNA*^+/G609G^*/Prf1*^*−/−*^ female mice two consecutive days monthly, since the age of 7-month until the age of 11 months (Fig. 6b). In line with the accumulation of senescent cells in *Prf1*^*−/−*^ mice, selected tissues from *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice showed a more than 2-fold increase in the numbers of SA-β-Gal + cells when compared to *LMNA*^+/G609G^ control mice, (Fig. 6c, d). As expected, vehicle-treated *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice were not different from the untreated mice of the same age. Importantly, ABT-737 treatment in *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice caused a significant decrease in the numbers of SA-β-Gal + cells, bringing them close to the levels of these cells in the *LMNA*^+/G609G^ control mice (Fig. 6c, d). Accumulation of senescent cells in tissues of *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice could intensify the systemic inflammatory response that is driving the accelerated aging phenotype of *LMNA*^G609G^ mice^50^. Indeed, staining of livers from *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice showed an increase in the numbers of cells that were stained positively for nuclear p65 (Fig. 6e, f). Relative to *LMNA*^+/G609G^*/Prf1*^+/+^ mice, the *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice had an increased WBC count (Fig. 6g) and enlarged spleen (Fig. 6h). Administration of ABT-737 was not only able to alleviate all of those aspects of inflammation (Fig. 6e–h), but also reconcile compromised integrity and tissue fibrosis that are associated with high inflammatory load in the tissues (Fig. 6i). Lastly, by carrying out the same ABT-737 administration protocol while monitoring survival, we found that ABT-737 treatment extended the median lifespan in both male and female *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice (Fig. 6j). Our data thus indicate that *Prf1* deficiency in progeroid mice further escalates their aging process by promoting the early establishment of chronic inflammation. Pharmacological clearance of senescent cells by ABT-737, on the other hand, is able to halt deleterious consequences of impaired cell cytotoxicity and increase survival in this model.

**Fig. 6:**
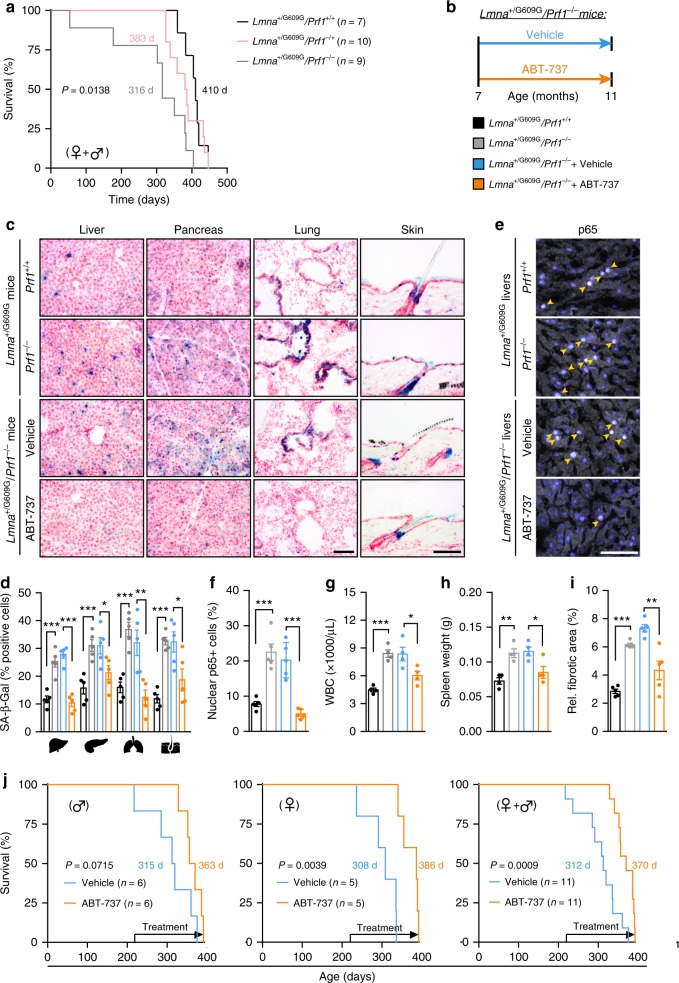
Treatment with ABT-737 increases median lifespan of progeroid mice with perforin deficiency. *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice, *LMNA*^+/G609G^*/Prf1*^*+/−*^, and *LMNA*^+/G609G^*/Prf1*^*+/+*^ mice from both genders underwent a survival test. **a** Kaplan–Meier curves of *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice, *LMNA*^+/G609G^*/Prf1*^*+/−*^ mice and *LMNA*^+/G609G^*/Prf1*^*+/+*^ mice. Chi square Gehan–Breslow-Wilcoxon test was used for statistical analysis. Additional cohorts of *LMNA*^+/G609G^*/Prf1*^*+/+*^, *LMNA*^+/G609G^*/Prf1*^*−/−*^, ABT-737-treated and Vehicle-treated *LMNA*^+/G609G^*/Prf1*^*−/−*^ female mice were raised. **b** Scheme of drug administration to *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice. Starting the age of 7 months ABT-737 or DMSO-based vehicle solution was administered to *LMNA*^+/G609G^*/Prf1*^*−/−*^ female mice as described above. At the age of 11 months, mice from all groups were sacrificed and selected organs examined for the presence of senescent cells. **c** Representative images depicting SA-β-Gal activity in frozen sections of livers, pancreas, lungs, and skin from all groups of mice at the age of 11 months. Scale bar, 100 µm. **d** Percentage of SA-β-Gal + cells in livers, pancreas, lungs, and skin from all groups of mice. (*n* = 4 mice per group). **e** Representative images depicting immunofluorescence staining of p65 in livers from all mice groups. Scale bar, 100 µm. **f** Percentage of p65 + nuclei in livers from all groups. (*n* = 4 mice per group). **g** White blood cell counts of mice from all groups. (*n* = 4 mice per group). **h** Spleen weights of from all mice groups. (*n* = 4 mice per group). **i** Percentage of fibrotic area in livers paraffin-embedded sections of 11 month mice from all groups. (*n* = 4 mice per group). For all graphs, values are means ± SEM. Student’s *t*-test was used for all comparisons between mice groups. **j** Kaplan–Meier survival curves of ABT-737-treated and vehicle-treated *LMNA*^+/G609G^*/Prf1*^*−/−*^ mice. Data is shown for males (*n* = 6), females (*n* = 5), and both genders combined (*n* = 11). Chi square Gehan–Breslow–Wilcoxon test was used for statistical analysis. (*P < 0.05, **P < 0.01, ***P < 0.001)

## Discussion

Senescent cells accumulate with age and contribute to aging and age-associated pathologies^36,41,51–55^. In a variety of physiological conditions in young organisms, senescent cells are subjected to immune surveillance^6,7,9,17,22,56–58^. The extent to which the dis-regulation of such immune surveillance contributes to senescent cell accumulation in the aging organism is not known. In this study we used mouse models to investigate the long-term consequences of deficiency in the expression of perforin, a key mediator of immune cell cytotoxicity, and to evaluate its implications for compromised immune functionality during aging. We showed that perforin-mediated elimination of senescent cells is essential for limiting the tissue burden of naturally occurring senescent cells throughout the aging process. The high load of senescent cells resulted from perforin deficiency was accompanied by chronic inflammation, which in turn strongly affected morbidity and mortality. Pharmacological elimination of senescent cells from these mice alleviated their age-related phenotypes. Perforin deficiency also caused an increase in the senescent-cell load that accumulates early in life owing to mutation of the *LMNA* gene. Pharmacological elimination of senescent cells from these mice extended their lifespan. These findings demonstrate the importance of immune clearance of senescent cells for the aging process, as well as the relevance and the potential promise of pharmacological elimination of senescent cells in counteracting the age-related phenotypes.

A decline in immune function is one of the natural consequences of aging^59^. Diminished cell mediated immune function is indeed associated with the increased morbidity and mortality that result from atherosclerosis, infectious diseases, vaccine failure, and possibly also autoimmunity and cancer, whereas sustained immune function is associated with healthy aging and longevity^60^. Interestingly, reduced release and binding of perforin at the immunological synapse underlies the age-related decline in NK-cell cytotoxicity^24,60^. Therefore, our observation that senescent cells extensively accumulated in old *Prf1*^*−/−*^ mice links age-related immune dysfunction to the pathogenesis of age-related pathologies.

In various pathological conditions, senescent cells can interact with different effector cells from both the innate and the adaptive immune systems^6,9,17,22,56–58^. The nature of interacting effector cells in the context of aging is still unknown^19^. Both NK cells and cytotoxic T cells might execute their cytotoxic functions via the perforin pathway. NK and T cells were present in abundance at sites of the immune foci observed in our old *Prf1*^*−/−*^ mice. It is therefore conceivable that both innate and adaptive immune mechanisms play a role in the surveillance of senescent cells during aging. Immune cell accumulation in tissues might further contribute to the high level of inflammation that we observed in the perforin-deficient mice.

Senescent cells can induce an immune response via the robust secretion of various cytokines, chemokines, and growth factors^2^. These factors can cause an increase in total body inflammation, both directly and via immune cell activation. The activated immune cells might not be capable of eliminating senescent cells in *Prf1*^*−/−*^ mice, but they are still potent secretors of pro-inflammatory cytokines^60^. Therefore, the age-dependent accumulation of senescent cells on the background of immune incompetence might have the deleterious result of increasing the lymphocyte numbers in the examined tissues. Blood samples from old *Prf1*^*−/−*^ mice indeed showed an increase in both pro-inflammatory and anti-inflammatory signals, suggesting that the immune system is failing to reach homeostasis, and that a pro-inflammatory environment has consequently become chronic. This “inflammaging”-like status, which developed in our old *Prf1*^*−/−*^ mice, might be driving accelerated aging, reduced fitness, increased weight loss and kyphosis, and leading eventually to premature death.

In *Prf1*^*−/−*^ mice, cytotoxic cells are incapable of executing their function properly. Thus, in addition to senescent cells, their other target cells, such as damaged cells and cancer cells, remain in tissues and provoke pathological conditions like infections and malignancies^61^. We indeed observed that *Prf1*^*−/−*^ mice display higher propensity to develop lymphomas. Still, we could not exclude the possibility that accumulation of senescent cells by itself can contribute to fueling tumor development as reported for other malignancies^62,63^. In any case, such malignancies, although lifespan-limiting, cannot account for the accelerated aging phenotypes that we observed.

Increased inflammation is also observed in HGPS patients, leading to death at the age of 13 years on average^64^. A study on the *LMNA*^+/G609G^ murine model of HGPS showed that nuclear envelope aberrations, a hallmark of this syndrome, drive activation of the NF-κB pathway^50^. This pathway is a master regulator of inflammatory signals, and its constitutive activation eventually leads to the establishment of chronic inflammation in those mice. In our study, senescent cell accumulation in *LMNA*^+/G609G^ mice was enhanced upon perforin deficiency. These findings suggested that immune surveillance mechanisms in *LMNA* ^+/G609G^ mice, in which the production of senescent cells is increased, act to restrict the tissue burden of senescent cells.

Elimination of senescent cells in mice was shown to reduce incidence of age-related disorders and increase median survival^36,65^. Both ABT-737 and its paralog ABT-263 induce clearance of senescent cells in variety of in vivo systems^42,44,55^. This study shows for the first time that regardless of the functionality of the immune system, and with no genetic manipulation, it is possible to eliminate senescent cells in vivo and to modulate aging in mice by treating them with BCL-2 family inhibitors. Unfortunate possible side effects of systemic ABT-737 administration are transient thrombocytopenia and leucopenia^66,67^, and we cannot exclude the possibility that the beneficial effect of ABT-737 in our study was mediated, at least in part, through its impact on the hematopoietic system.

Accumulation of senescent cells promotes aging and the development of age-related diseases; however, senescent cells also perform essential biological functions in wound healing and the response to short-term tissue damage^7,68^. To avoid interference with beneficial functions of the senescence program, interventions that target senescent cells in the context of aging and age-related diseases might need to be temporally and locally specific for particular conditions. This could be achieved through further study of specific mechanisms for immune surveillance of senescent cells. Such research will eventually lead to the development of novel therapeutic strategies for age-related pathologies. Overall, this study links the age-related decline in immune system capability to the accumulation of senescent cells during aging, and further establishes the contribution of these factors to age-related pathologies and reductions in health-span and lifespan.

## Methods

### Mice

All mice were bred and maintained under specific pathogen-free conditions at the Weizmann Institute of Science in accordance with national animal care guidelines. All animal experiments were approved by the Weizmann Institute’s Institutional Animal Care and Use Committee. Mice were maintained under a specific pathogen-free environment throughout the study. *Prf1*^*−/−*^ mice were obtained from Jackson Laboratories (Bar Harbor). C57BL/6 mice (Harlan) served as WT controls. Several cohorts of 5 or more mice of both genotypes for survival and behavioral tests were established over time and observed for the length of the experiment. The new cohorts entered the experiment till reaching the designated size of the overall cohort which was designed based on the previous studies. The mice were assigned to the experimental groups according to their genotype without randomization or blinding. The mice that become obese during the first year of the experiments were excluded from further study. Equal number of mice from both genders was included in the study. After in vivo phenotyping, mice were sacrificed at the age of 2 months (“young”), 12 months (“mid age”), or 24 months (“old”). Heparinized blood and plasma were collected. The blood count and biochemistry laboratory was blind to the sample identity. Single-cell suspensions from perfused liver, pancreas, lungs, and skin were taken for analysis by flow cytometry and ImageStream®X analysis. Alternatively, tissues were fixed in formalin and embedded in paraffin blocks, or immediately embedded in OCT and kept at −80 °C. *Lmna*^G609G^ mice were kindly provided by Carlos López-Otin lab^50^, and were crossed with *Prf1*^*−/−*^ mice. All *Lmna*^+/G609G^ mice were on a C57BL/6 genetic background.

### Elimination of senescent cells in vivo

For selective elimination of senescent cells, 18-month-old *Prf1*^*−/−*^ mice were subjected to ABT-737 treatment for 2 months. At the beginning of each month, 2 consecutive daily intra-peritoneal (i.p.) injection of ABT-737 (25 mg/kg body weight; Selleck Chemicals) or Vehicle as a control were given as described. ABT-737 and DMSO-based Vehicle were prepared in a working solution (30% propylene glycol, 5% Tween 80, 3.3% dextrose in water pH 4–5). *Lmna*^+/G609G^ mice and *Lmna*^+/G609G^; *Prf1*^*−/-*^ mice were injected with ABT-737 from the age of 7 months. Mice injected with an equivalent concentration of DMSO served as controls.

### In vivo phenotyping

Animals weights were monitored on monthly basis. Body composition was determined by EchoMRI (Echo Medical Systems). Voluntary exercise was recorded with a recording running wheel placed in individual cages for a week. Grip strength was assessed by a hang-wire test, which measured the time taken by the mouse to drop down from the wire. Hair density was measured by counting hair follicles on a single plane of tissue section. Gray hair was assessed under the microscope by counting the number of gray hairs per square centimeter of low back skin. Kyphosis was evaluated by scanning of each mouse with a cone-beam volumetric scanner (TomoScope ® 30 s Duo). The kyphotic index (D2/D1) was obtained from micro-CT images, where D1 is the linear distance measured from the 7th cervical to the 6th lumbar vertebra and D2 is the vertical distance from the highest point along that line to the vertebral body, corresponding to the apex of spinal curvature. The higher the ratio, the greater is the kyphosis. Blood was extracted directly from the mandibular sinus. Relative levels of plasma cytokines and chemokines were assessed with an ARY006 mouse cytokine array kit (R&D Systems).

### Histological analysis

For SA-β-gal activity assay, frozen tissue sections were fixed with 0.5% glutaraldehyde in PBS for 15 min, washed with PBS supplemented with 1 mM MgCl_2_, and stained for 6–8 h in X-Gal staining solution. Sections were counterstained with Nuclear Fast Red (Sigma).

Paraffin-embedded tissue sections were stained with hematoxylin and eosin (H&E) for routine examination or with Sirius Red for visualization of fibrotic deposition. For quantification of fibrosis, at least three whole sections from each mouse were scanned by Laser Scanner Cytometry (CompuCyte). These images were quantified using NIH ImageJ software (http://rsb.info.nih.gov/ij/). We calculated the amount of fibrotic tissue in old mice on the basis of the positively stained area per field.

The following antibodies were used: γ-H2AX (1:200, Cell Signaling, S139), p15 (1:200, Assay Biotech, C0287), p16 (1:400, Abcam, ab54210), p53 (1:50, Santa Cruz, sc-6243), p53BP1 (1:200, Novus, NB100-304), p65 (1:100, Cell Signaling, c-3033 s), and DcR2 (1:200, Enzo, ADI-AAP-371-E), Alexa647 anti-CD45 (1:100, #103124, Biolegend), APC anti-Gr-1 (1:100, #108412, Biolegend), APC anti-B220 (1:100, #103212, Biolegend), Alexa647 anti-NK1.1 (1:100, #108720, Biolegend), Alexa647 anti-CD3 (1:100, #100209, Biolegend). For immunostaining, tissue sections (10 µm) were mounted on slides and air-dried for 15 min, fixed in 4% paraformaldehyde (PFA; Sigma) for 10 min, and permeabilized in 0.2% Triton X-100 for 15 min. Slides were blocked in a solution of 5% goat serum, 1% BSA and 0.2% Triton X-100 for 1 h, then incubated with primary antibody overnight at 4 °C in the blocking solution. The following day the slides were washed twice with 0.2% Triton X-100 and once with PBS, each time for at least 30 min. In case primary antibodies were not fluorescently labeled, samples were incubated with Dylight-549-conjugated secondary antibody (1:300, Jackson ImmunoResearch) in blocking solution for 1 h at room temperature. After additional washings, nuclei were counterstained with DAPI (Roche) and the slides were mounted in VectaShield mounting medium (Vector Laboratories). Samples were imaged by Olympus CX41 microscope or Zeiss LSM710 confocal microscope.

### Flow cytometry and ImageStreamX analysis

Tissues were chopped and dissociated to single-cell suspensions by incubation of samples for 50 min at 37 °C. The dissociation solution contained HBSS X1 (#14025050, Gibco) supplemented with 0.1 mg/ml DNase I (#10104159001, Roche), and 2 mg/ml dispase II (#04942078001, Roche) or 0.5 mg/ml collagenase P (C5138, Sigma) or 1 mg/ml collagenase IV (C9263, Sigma) for dissociation of liver, pancreas or lung, respectively. Cells were collected by filtration through with 100-µM filter mesh, and washed twice with PBS.

For characterization of immune subsets in the tissues by flow cytometry, the cells were maintened in cold FACS buffer (PBS containing 1% FCS and 0.02% Sodium Azid) throughout all procedure. Cells were incubated with FITC anti-CD45 (#103108, Biolegend), PE anti-NK1.1 (#108708, Biolegend), and Alexa647 anti-CD3 (#100209, Biolegend) mixture for 30 min in 4 °C. The dilution of these antibodies was 1:100 for the studies. After wash, DAPI was shortly introduced in order to exclude dead cells. Cells were analyzed in a SORP-LSRII instrument (BD Biosciences) and FlowJo v10 software. The cell gating strategy is shown in the Supplementary Figure 8a.

For analysis by ImagestreamX cells were first fixed in 4% PFA for 5 min. Fixed cells were washed once with PBS and then with PBS/1 mM MgCl_2_ at pH 5.5. They were then resuspended in 5 ml of freshly prepared X-Gal staining solution,and incubated at 37 °C for 12 h while sealed and protected from light. After the staining, the cells were washed and fixed with fixation buffer for 30 min at 4 °C, washed twice with permeabilization buffer (both eBioscience), and incubated overnight with the primary antibody anti-HMGB1 (1:200, Ab18256, Abcam), washed twice and incubated for 45 min with secondary antibodies (Jackson ImmunoResearch). For identification of immune cells, the samples were incubated for 1 h with Brilliant Violet (BV605)-labeled CD45 (1:100,#103140, Biolegend). The cells were then washed, stained for 10 min with DAPI, and imaged by ImageStreamX flow cytometry (Amnis).

At least 3 × 10^4^ cells were collected from each sample. Images were analyzed using IDEAS 6.1 software (Amnis). The cell gating strategy is shown in the Supplementary Figure 8c. Gating for single cells was done using the area and aspect ratio features on the bright field (BF) image, and for focused cells using the contrast and gradient RMS features. SA-β-Gal staining of cells was quantified in the BF channel. For nuclear HMGB1 or CD45 quantification, the spot-count feature was applied on a spot mask created for the relevant acquisition channel, separating the bright spots from the background.

### Quantitative PCR

Livers were harvested following perfusion and were flash frozen in −80 ^o^C until further processing. Total mRNA from liver was purified using RNeasy kit (74104, Qiagen) according to manufacturer’s guidelines. cDNA was reverse transcribed using random hexamers, and amplified using Platinum SYBR Green qPCR SuperMix (11744-500, Life Technologies) in a StepOnePlus^TM^ Real-Time PCR System (Applied Biosystems). Relative expression was normalized using the expression levels of *GAPDH*. Primer sequences are available in the spplementary methods.

### Preparation of libraries for RNA-seq

Tissues were harvested following perfusion and submersed whole in RNAlater Solutions (Invitrogen). Samples were flash frozen in −80 ^o^C until further processing. mRNA from all tissues was purified using RNeasy mini kit (Qiagen) according to manufacturer’s guidelines. RNA quality was assessed by TapeStation (Agilent). Libraries were prepared using a derivation of MARS-seq^69^, optimized for bulk RNA-seq. 

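Counts of reads near the 3′ ends depend little on transcript length, so no length correction was made. The table for kidney, liver and lung lists 24537 RefSeq transcripts and the skin table lists 52508 gene symbols, each with an Ensembl transcript, and 23677 symbols occur in both. Of the transcripts in the first table, 99.1% were found in the RefSeq annotation of GRCm38, and 98.5% of these overlapped the gene there. Of those in the skin table, 99.6% were found in the GENCODE annotation of GRCm38, and 99.98% of these overlapped it. The skin table gives Prf1 (ENSMUST00000035419) on chromosome 10 from 61299801 to 61306086, past the end that the other table gives. Each tissue was fitted separately. The 10 most abundant genes took 6.17% to 9.02% of the counts of a kidney library, 18.2% to 21.9% in liver, 8.38% to 15.0% in lung and 4.73% to 11.2% in skin. No pair of libraries of a group differed by as little as sampling noise, since the chi-square statistic per gene was at least 2.40 in every pair.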

Briefly, 50 ng of RNA from each sample were reverse transcribed into cDNA, pooled and linearly amplified by in vitro transcription. Following fragmentation and addition of Illumina sequences, successful final libraries were sequenced using the Illumina NextSeq-500 platform.

### Statistical analysis

Results are presented as means ± SDs. Differences between mouse cohorts were analyzed with a two-tailed Student’s *t*-test; values of *P* < 0.05 were considered significant. Quantitative differences between positive nuclei in indirect immunofluorescence experiments were analyzed by ANOVA. Results of the grip strength test were analyzed by ANCOVA, with body mass as the covariate. For the statistical analysis of survival Chi square Gehan–Breslow–Wilcoxon Test was used. The varience was similar between the experimetal groups. The analysis was performed using GraphPad Prism software.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its Supplementary Information files. A Reporting Summary for this Article is available as a Supplementary Information file. RNA sequencing data analyzed in this publication have been deposited in NCBI’s Gene Expression Omnibus^70^, and are accessible through GEO Series accession number GSE115401. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

## References

[1] Hoeijmakers JH (2009). DNA damage, aging, and cancer. N. Engl. J. Med.

[2] Campisi J (2013). Aging, cellular senescence, and cancer. Annu. Rev. Physiol..

[3] Lopez-Otin C, Blasco MA, Partridge L, Serrano M, Kroemer G (2013). The hallmarks of aging. Cell.

[4] van Deursen JM (2014). The role of senescent cells in ageing. Nature.

[5] Munoz-Espin D, Serrano M (2014). Cellular senescence: from physiology to pathology. Nat. Rev. Mol. Cell Biol..

[6] Xue W (2007). Senescence and tumour clearance is triggered by p53 restoration in murine liver carcinomas. Nature.

[7] Krizhanovsky V (2008). Senescence of activated stellate cells limits liver fibrosis. Cell.

[8] Soriani A (2009). ATM-ATR-dependent up-regulation of DNAM-1 and NKG2D ligands on multiple myeloma cells by therapeutic agents results in enhanced NK-cell susceptibility and is associated with a senescent phenotype. Blood.

[9] Kang TW (2011). Senescence surveillance of pre-malignant hepatocytes limits liver cancer development. Nature.

[10] Dimri GP (1995). A biomarker that identifies senescent human cells in culture and in aging skin in vivo. Proc. Natl Acad. Sci. USA.

[11] Ressler S (2006). p16INK4A is a robust in vivo biomarker of cellular aging in human skin. Aging Cell.

[12] Janzen V (2006). Stem-cell ageing modified by the cyclin-dependent kinase inhibitor p16INK4a. Nature.

[13] Molofsky AV (2006). Increasing p16INK4a expression decreases forebrain progenitors and neurogenesis during ageing. Nature.

[14] Pendergrass WR (1999). Cellular proliferation potential during aging and caloric restriction in rhesus monkeys (Macaca mulatta). J. Cell Physiol..

[15] Herbig U, Ferreira M, Condel L, Carey D, Sedivy JM (2006). Cellular senescence in aging primates. Science.

[16] Franceschi C, Campisi J (2014). Chronic inflammation (inflammaging) and its potential contribution to age-associated diseases. J. Gerontol. A: Biol. Sci. Med. Sci..

[17] Lujambio A (2013). Non-cell-autonomous tumor suppression by p53. Cell.

[18] Michaloglou C (2005). BRAFE600-associated senescence-like cell cycle arrest of human naevi. Nature.

[19] Hoenicke L, Zender L (2012). Immune surveillance of senescent cells--biological significance in cancer- and non-cancer pathologies. Carcinogenesis.

[20] Chowdhury D, Lieberman J (2008). Death by a thousand cuts: granzyme pathways of programmed cell death. Annu Rev. Immunol..

[21] Cullen SP, Martin SJ (2008). Mechanisms of granule-dependent killing. Cell Death Differ..

[22] Sagiv A (2013). Granule exocytosis mediates immune surveillance of senescent cells. Oncogene.

[23] Kägi D (1994). Cytotoxicity mediated by T cells and natural killer cells is greatly impaired in perforin-deficient mice. Nature.

[24] Hazeldine J, Hampson P, Lord JM (2012). Reduced release and binding of perforin at the immunological synapse underlies the age-related decline in natural killer cell cytotoxicity. Aging Cell.

[25] He S, Sharpless NE (2017). Senescence in health and disease. Cell.

[26] Biran A (2017). Quantitative identification of senescent cells in aging and disease.. Aging Cell.

[27] Davalos AR (2013). p53-dependent release of Alarmin HMGB1 is a central mediator of senescent phenotypes. J. Cell Biol..

[28] Salama R, Sadaie M, Hoare M, Narita M (2014). Cellular senescence and its effector programs. Genes Dev..

[29] Coppe JP (2008). Senescence-associated secretory phenotypes reveal cell-nonautonomous functions of oncogenic RAS and the p53 tumor suppressor. PLoS Biol..

[30] Ovadya Y, Krizhanovsky V (2014). Senescent cells: SASPected drivers of age-related pathologies. Biogerontology.

[31] Rodier F (2009). Persistent DNA damage signalling triggers senescence-associated inflammatory cytokine secretion. Nat. Cell Biol..

[32] Chien Y (2011). Control of the senescence-associated secretory phenotype by NF-kappaB promotes senescence and enhances chemosensitivity. Genes Dev..

[33] Acosta JC (2008). Chemokine signaling via the CXCR2 receptor reinforces senescence. Cell.

[34] Lasry A, Ben-Neriah Y (2015). Senescence-associated inflammatory responses: aging and cancer perspectives. Trends Immunol..

[35] Franceschi C (2000). Inflamm‐aging: an evolutionary perspective on immunosenescence. Ann. New Y. Acad. Sci..

[36] Baker DJ (2016). Naturally occurring p16(Ink4a)-positive cells shorten healthy lifespan. Nature.

[37] Lans H, Hoeijmakers JH (2012). Genome stability, progressive kidney failure and aging.. Nat. Genet..

[38] Jeyapalan JC, Sedivy JM (2008). Cellular senescence and organismal aging. Mech. Ageing Dev..

[39] Pettan-Brewer, C. & Treuting, P. M. Practical pathology of aging mice. *Pathobiol Aging Age Relat Dis***1**, 7202 (2011).10.3402/pba.v1i0.7202PMC341770422953032

[40] Finch CE, Girgis FG (1974). Enlarged seminal vesicles of senescent C57BL/6 J mice. J. Gerontol..

[41] Baker DJ (2011). Clearance of p16Ink4a-positive senescent cells delays ageing-associated disorders. Nature.

[42] Yosef R (2016). Directed elimination of senescent cells by inhibition of BCL-W and BCL-XL. Nat. Commun..

[43] Zhu Y (2015). Identification of a novel senolytic agent, navitoclax, targeting the Bcl-2 family of anti-apoptotic factors.. Aging Cell.

[44] Chang J (2016). Clearance of senescent cells by ABT263 rejuvenates aged hematopoietic stem cells in mice. Nat. Med.

[45] Yosef R, Krizhanovsky V (2016). mTOR signaling orchestrates the expression of cytoprotective factors during cellular senescence.. Oncotarget..

[46] Ovadya Y, Krizhanovsky V (2017). Senescent cell death brings hopes to life. Cell Cycle.

[47] Coppe JP, Desprez PY, Krtolica A, Campisi J (2010). The senescence-associated secretory phenotype: the dark side of tumor suppression. Annu Rev. Pathol..

[48] Benson EK, Lee SW, Aaronson SA (2010). Role of progerin-induced telomere dysfunction in HGPS premature cellular senescence. J. Cell Sci..

[49] Gordon LB, Rothman FG, Lopez-Otin C, Misteli T (2014). Progeria: a paradigm for translational medicine. Cell.

[50] Osorio FG (2012). Nuclear lamina defects cause ATM-dependent NF-kappaB activation and link accelerated aging to a systemic inflammatory response. Genes Dev..

[51] Childs BG (2016). Senescent intimal foam cells are deleterious at all stages of atherosclerosis. Science.

[52] Schafer MJ (2017). Cellular senescence mediates fibrotic pulmonary disease. Nat. Commun..

[53] Farr JN (2017). Targeting cellular senescence prevents age-related bone loss in mice. Nat. Med.

[54] Ogrodnik M (2017). Cellular senescence drives age-dependent hepatic steatosis. Nat. Commun..

[55] Sagiv A (2018). p53 in bronchial club cells facilitates chronic lung inflammation by promoting senescence. Cell Rep.

[56] Sagiv A (2016). NKG2D ligands mediate immunosurveillance of senescent cells. Aging.

[57] Biran A (2015). Senescent cells communicate via intercellular protein transfer. Genes Dev..

[58] Toso A (2014). Enhancing chemotherapy efficacy in Pten-deficient prostate tumors by activating the senescence-associated antitumor immunity. Cell Rep..

[59] Montecino-Rodriguez E, Berent-Maoz B, Dorshkind K (2013). Causes, consequences, and reversal of immune system aging. J. Clin. Investig..

[60] Hazeldine J, Lord JM (2013). The impact of ageing on natural killer cell function and potential consequences for health in older adults. Ageing Res. Rev..

[61] Voskoboinik I, Whisstock JC, Trapani JA (2015). Perforin and granzymes: function, dysfunction and human pathology. Nat. Rev. Immunol..

[62] Demaria M (2017). Cellular senescence promotes adverse effects of chemotherapy and cancer relapse. Cancer Discov..

[63] Milanovic M (2018). Senescence-associated reprogramming promotes cancer stemness. Nature.

[64] Pollex R, Hegele R (2004). Hutchinson–Gilford progeria syndrome. Clinical Genetics.

[65] Baar MP (2017). Targeted apoptosis of senescent cells restores tissue homeostasis in response to chemotoxicity and aging. Cell.

[66] Moore VDG (2007). Chronic lymphocytic leukemia requires BCL2 to sequester prodeath BIM, explaining sensitivity to BCL2 antagonist ABT-737. J. Clin. Investig..

[67] Mason KD (2007). Programmed anuclear cell death delimits platelet life span. Cell.

[68] Demaria M (2014). An essential role for senescent cells in optimal wound healing through secretion of PDGF-AA. Dev. Cell.

[69] Jaitin DA (2014). Massively parallel single-cell RNA-seq for marker-free decomposition of tissues into cell types. Science.

[70] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

# Supplementary material for: Impaired immune surveillance accelerates accumulation of senescent cells and aging
**Source:** Nat Commun. 2018 Dec 21;9:5435. doi: 10.1038/s41467-018-07825-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

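Supplementary Data 1 holds log2 fold changes between ABT-737- and vehicle-treated mice for differentially expressed genes, listed by tissue. The copy read here was shortened to 1999 of 4172 entries, 1043 of kidney and 956 of liver, so it served for no overlap or enrichment test. Of its kidney genes with a nonzero log2 fold change, 796 could be matched to genes tested in the re-analysis. Their log2 fold changes differed by a median of 0.00685, with the same sign in 791. Of its liver genes, 440 were matched in the same way, with a median difference of 0.0565 and the same sign in 438. For Ccl5 the paper's reported log2 fold change is −1.91 in kidney and −3.15 in liver, against −1.91 (SE 0.310) and −3.22 (SE 0.377) here.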

File Name: Supplementary Data 1  
Description: Differential expression.

File Name: Supplementary Data 2  
Description: Scatterplot all genes.

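Supplementary Data 2 holds the values behind the scatter plot of Fig. 4m, the log2 ratios of vehicle-treated and of ABT-737-treated mice to young mice. The copy read here held 1999 of 7980 entries, 1829 of kidney and 170 of liver. For the 1787 kidney genes that could be matched, the paper's log2 ratio of vehicle to young differed from the value computed here by a median of 0.0161 and that of ABT-737 to young by 0.0104, with the same sign in 1787 and 1778 genes.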

How the deposited data were processed for this re-analysis (not part of the article)

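The kidney, liver, lung and skin of Prf1−/− male mice were compared between 3 groups, young mice, old mice given vehicle and old mice given ABT-737, in 39 libraries from 4 tissues. Each library was placed in its group by its title, age and treatment label, checked against the paper. Some treatment labels of drug-treated mice read ABT-738 or ABT-739, and these were taken as ABT-737, which their titles and the paper give. All 39 libraries were used, and no pair was so alike that it had to be counted once, from genes with a summed count of at least 20.

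The authors pooled barcoded bulk MARS-seq libraries, sequenced the 3′ ends of transcripts, and deposited whole-number counts per gene without normalization. In the first table each gene has 1 RefSeq transcript, and in the skin table each gene symbol has an Ensembl transcript. The paper's text names no aligner, counting program, genome build or collapsing of reads with the same molecule barcode. If such reads were not collapsed, the counts are not independent molecules, so floors and intervals cover counting error only. The positions in both tables lie where annotations of GRCm38 place the same transcripts. In the skin table, 26 gene symbols read as dates. The labels and the paper do not say whether strand was used in counting, so genes that overlap another gene are named with it. Between 47 and 63 of the genes tested in a tissue shared identical counts with another gene in all libraries, in 17 sets in kidney, 14 in liver, 22 in lung and 21 in skin.

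The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. In each tissue, genes were kept by edgeR's expression filter, libraries were scaled by TMM, and the 3 groups were fitted with the quasi-likelihood model and no further term. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The tables were fitted apart, and no level was compared between tables. Total counts per library had a median of 2172924 in kidney, 547867 in liver, 1928930 in lung and 2485280 in skin. The biological coefficient of variation was 16.5% in kidney, 23.5% in liver, 31.7% in lung and 34.9% in skin. A group with no more than 3 counts in any library was treated as at the floor, and a fold change against it is given as a bound computed with 3 counts.

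The method was tested on simulated counts with the means, library sizes and dispersions of the real libraries, in which 200 genes were changed. In kidney 76.3% of the changed genes tested were recovered, in liver 57.3%, in lung 32.1% and in skin 32.3%. Of genes changed 4-fold, 91.0%, 89.7%, 62.8% and 61.5% were recovered in the same order, and of those changed 2-fold 61.2%, 24.2%, 3.03% and 4.04%. False calls made up 5.03%, 5.98%, 7.46% and 5.97% of all calls, and 0 recovered genes had the wrong sign. A true slope of 0.5 was recovered as 0.498, 0.494, 0.498 and 0.488.

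Sets of genes were tested with limma's camera at a preset correlation between genes of 0.01, and the SASP score used a pseudocount of 1 CPM. The lists of genes for the immune response, cytokines and chemokines, phagocyte receptors, the clathrin machinery, fatty acid metabolism, cell morphogenesis, development and the SASP were written from general knowledge, because neither Gene Ontology annotation nor the paper's own SASP list was used here. Genes were named in the text by a rule. It covers 11 genes that the paper names, which are Ccl2, Ccl5, Cdkn2a, Cdkn2b, Cxcl9, Cxcl10, Il6, Il10, Il1rn, Prf1 and Tnf. The genes of other proteins that the paper stains, such as p53, HMGB1 and p65, were not among them. The rule also covers, per tissue, the 3 genes that rose most and the 3 that fell most between ABT-737 and vehicle, and the 2 and 2 between vehicle and young, by log2 fold change among called genes whose groups do not overlap in normalized value. Other genes are named only as members of a list. Lists of marker genes for the circadian clock, hepatocytes, blood, exocrine pancreas, skeletal and cardiac muscle, adipocytes, kidney tubule, alveolar and ciliated epithelium, keratinocytes, hair follicles, proliferation, senescence, sex and BCL-2 family targets were written in the same way.

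The sample mapping, the model, the tests, the lists, the rule for named genes and the alternatives were set before the data were examined, except where a choice is said to have come later. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter beyond 1 count, at least 10 counts in every library, only the compared groups in the fit, the replicate number as a block, an absolute log2 fold change over 1, fry or camera with an estimated correlation, all genes in place of age-affected genes, different mice in the ratios compared, a pseudocount of 0.1, a SASP list without Ccl2 and Ccl5, and each library left out in turn. After first counts of called genes had been seen, edgeR's likelihood ratio test, its exact test and a fit with 1 gene of each set of identical counts were added. The division of SASP genes into those made mainly by leukocytes and others was also written after these counts and before the scores were computed.

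The replicate number was taken to pair vehicle- and ABT-737-treated mice only where every pair deviated together from the group means. This held in lung, with correlations across genes of 0.176, 0.296 and 0.427 for replicates 3, 4 and 5. The pairing was thus drawn from the same counts that it was then used on. Same-numbered vehicle-treated and young lungs also had positive correlations, of 0.0637 and 0.106 for replicates 3 and 4. The labels and the paper do not say what the number marks. As a check of sex, Xist had at most 1 count in any library, and of the Y-linked genes Eif2s3y had 3 to 21 counts in kidney, 3 to 29 in lung and 12 to 51 in skin, and Kdm5d 0 to 6 in the shallower liver.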

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

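The tests of time of day and of normalization for the clock genes were chosen only after the differences in these genes had been seen, and no explanation was tested for single young mice that stood apart.

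Genes of the circadian clock, which the paper does not discuss, differed between young and vehicle-treated mice in all 4 tissues. The median log2 fold change of the morning arm (Arntl and genes in phase with it) was 2.17 in kidney, 1.73 in liver, 1.04 in lung (0.82 with genes at the floor set to their bound) and 0.57 in skin. That of the evening arm (Dbp, Nr1d1 and others) was −1.05, −1.05, −1.59 and −1.89. The difference between the arms was 3.21 in kidney, 2.79 in liver, 2.63 in lung and 2.46 in skin. Between ABT-737- and vehicle-treated mice the same difference was 0.027, −0.44, −0.12 and −0.32. Of the clock genes tested, 12 of 16 in kidney, 6 of 9 in liver, 10 of 17 in lung and 9 of 16 in skin passed an adjusted p-value of 0.05 between vehicle-treated and young mice in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between ABT-737- and vehicle-treated mice 0 passed in each tissue, and 1, 1, 2 and 1 had an unadjusted p under 0.05. Dbp was 283 ± 49.1 CPM (SD, n = 4) in young, 8.71 ± 2.85 (SD, n = 3) in vehicle-treated and 7.78 ± 3.32 (SD, n = 3) in ABT-737-treated liver, and 388 ± 25.0, 18.1 ± 4.23 and 17.2 ± 7.53 CPM (SD, n = 3 each) in skin. Arntl went the other way in kidney, from 2.14 ± 0.908 (SD, n = 4) to 16.6 ± 2.27 CPM (SD, n = 3) with vehicle. Dbp overlaps Sphk2 and Nr1d1 overlaps Thra on the other strand, so some reads of these genes are uncertain.

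A factor that scales a whole library moves both arms alike and cannot part them. The arms moved apart by at least 2.46 in every tissue, which argues against library size or normalization as the cause. A different time of day at tissue collection would part the arms in every tissue and in both old groups, and the morning arm rose and the evening arm fell against young mice in 4 of 4 tissues in both groups. The paper's text does not name the time of collection. Collection time and age therefore cannot be told apart as sources of the clock differences, and some of the genes counted as age-affected may reflect the hour. An effect of age on the clock stays open and was not tested.

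Among young mice, 50 values were tested for a single mouse far from the other 3, and 4 stood apart where 2.5 are expected by chance. In liver, replicate 1 had a phagocyte receptor score of −0.37 against 0.084 to 0.15 in the others, replicate 3 had 16.9 CPM of Cxcl10 (11 counts) against 5.81 to 7.67, and replicate 2 had 298.0 CPM of Saa2 (200 counts) against 25.2 to 57.5. In lung, replicate 2 had 16.0 CPM of Saa3 (23 counts) against 7.85 to 9.23. Saa2 and Saa3 have close paralogs. The young mice of a tissue share a condition, so no biological explanation was tested, and no technical one was tested either.

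Whether the effect of ABT-737 on a list differed between kidney, liver and lung was tested in 22 comparisons with 400 permutations each. Skin was left out because its table was made apart. In 3 comparisons the unadjusted permutation p was under 0.05, and in 0 after Benjamini-Hochberg adjustment. The smallest was for fatty acid metabolism over 37 genes, 0.11 in kidney against 0.91 in liver (permutation p = 0.01, adjusted 0.22). Phagocyte receptors gave −2.19 in liver against −0.79 in lung over 11 genes (permutation p = 0.035, adjusted 0.33) and −1.20 in kidney against −2.33 in liver over 10 genes (permutation p = 0.045, adjusted 0.33). In 0 comparisons did every mouse of a tissue move opposite to every mouse of the other.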

How the results depend on the processing

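The splits of the mice were set beforehand, and edgeR's likelihood ratio test, its exact test and the fit with 1 gene of each set of identical counts were chosen only after the values were seen.

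Of the summary results under an alternative other than a left-out library, 373 kept their direction and their side of the threshold, 53 values or counts moved beyond their spread or by over 1.5 times, 9 reversed, 24 lost and 3 gained significance. Under DESeq2's size factors in edgeR, every summary result stayed within its spread, within 1.5 times for a count, or on its side of the threshold. So did the counts of genes, the 2 shares, the slopes, rho and the SASP genes among called genes under the fit with 1 gene of each set of identical counts, in which gene lists and SASP scores were not computed. SASP scores were lower with ABT-737 in each tissue with DESeq2's size factors, without a filter beyond 1 count, with at least 10 counts in every library, with a pseudocount of 0.1 and without Ccl2 and Ccl5 (differences from −0.63 to −0.13), and with each library left out. They were not computed under the other alternatives except the block, where the mean over pairs equals the difference by construction. Of the named genes, 456 results kept their call, 29 gained and 23 lost it. The cause was not tested except where the construction of an alternative shows it.

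With DESeq2, 229 genes passed between ABT-737 and vehicle in kidney, 342 in lung and 60 in skin, 2665 between vehicle and young in skin, and the skin slope was 0.808. With edgeR's likelihood ratio test, these counts were 416 in kidney, 377 in liver, 435 in lung and 54 in skin, with 2471 between vehicle and young in skin, a skin slope of 0.854, a skin rho of −0.510 and 4 SASP genes in liver (one-sided Fisher's exact test, p = 0.0294). With edgeR's exact test they were 373 in kidney, 313 in lung and 49 in skin. The cause was not tested.

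Without a filter beyond 1 count, 368 genes passed in kidney, 512 in liver, 359 in lung and 32 in skin between ABT-737 and vehicle, and 1942 between vehicle and young in liver. The liver slope was 0.501 and rho −0.704, 6 SASP genes passed in liver (one-sided Fisher's exact test, p = 0.00562), the liver development median became −0.16 and the skin fatty acid median 0.00. With at least 10 counts in every library, which tests fewer genes and drops those that fell to few counts, 105 genes passed in liver between ABT-737 and vehicle and 496 between vehicle and young, 1004 in lung between vehicle and young, the liver slope was 0.388 and rho −0.870, opposition was 100%, and the clathrin medians became −0.11 in kidney and −0.080 in lung. With only the compared groups, which leaves fewer samples to estimate the spread, 69 genes passed in kidney and 98 in liver, the liver slope was 0.501 and rho −0.766, opposition was 100%, the lung clathrin median was −0.00320, and the liver medians were 0.10 for morphogenesis and −0.074 for development. With an absolute log2 fold change over 1, 708 genes passed in kidney between vehicle and young, which follows from the added criterion, and the kidney rho was −0.763.

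Over all genes tested rho was −0.627 in kidney, −0.485 in liver and −0.259 in skin, since genes without an age effect are included. With different mice in the ratios, it was −0.679, −0.458 and −0.150, and the liver slope was 0.483. These mice share no library between the ratios, which removes the part of the correlation that comes from the vehicle-treated mice.

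Set tests changed with the correlation assumed between genes. Under camera with an estimated correlation the medians were as before and these adjusted p-values no longer passed: kidney cytokines (−0.86, adjusted p = 0.0638) and fatty acids (0.15, 0.153), lung immune response (−0.92, 0.126), cytokines (−0.72, 0.252), phagocyte receptors (−0.78, 0.234), fatty acids (0.43, 0.276), morphogenesis (0.42, 0.276) and development (0.64, 0.276), and skin immune response (−1.32, 0.0638), cytokines (−1.20, 0.126), phagocyte receptors (−1.62, 0.140), clathrin (−0.11, 0.234) and development (0.41, 0.234). Under fry the adjusted p-values were 0.0567 for kidney fatty acids (0.15), 0.0562 for lung immune response (−0.92), 0.165 for cytokines (−0.72), 0.133 for phagocyte receptors (−0.78), 0.139 for fatty acids (0.43), 0.138 for morphogenesis (0.42) and development (0.64), and in skin 0.0970 for cytokines (−1.20) and phagocyte receptors (−1.62), 0.230 for clathrin (−0.11) and 0.133 for development (0.41).

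The replicate number as a block gave 59 genes in kidney and 54 in liver between ABT-737 and vehicle, 369 in kidney, 291 in liver and 0 in skin between vehicle and young, a kidney slope of 0.603, a kidney rho of −0.740 and a liver rho of −0.744, opposition of 100%, and morphogenesis medians of 0.00094 in kidney and 0.10 in liver. In skin 0 genes passed in both fits, and with the block the slope and rho of skin had no value because no age-affected gene was left. Between vehicle and young, the block compares only mice that share a number. These are young replicates 3 and 4 in kidney, liver and lung, and young replicate 3 alone in skin. The counts with the block in that comparison therefore do not measure how firm the age effect is. The numbers were not taken to pair the mice in these tissues, as same-numbered mice had correlations of −0.175, −0.210 and 0.0196 in kidney, −0.0442, 0.160 and −0.0227 in liver and −0.574, −0.577 and 0.276 in skin. In lung the block gave 99 genes between ABT-737 and vehicle and 333 between vehicle and young, and 3 SASP genes (one-sided Fisher's exact test, p = 0.00349). There it also left Ccl2, Saa3 and Tnf short of the threshold between vehicle and young, with log2 fold changes of 4.67, 4.43 and 2.64 and adjusted p-values of 0.0823, 0.0648 and 0.0927 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and, as given with the results, it brought Ccl5 and Cxcl9 past it between ABT-737 and vehicle (adjusted p = 0.0230 and 0.0272 from the same edgeR test). It changed no other call of a named gene or a gene list in lung. In kidney Apol9a, Gpr155 and Tchh (log2 fold changes −3.16, 1.13 and 1.38) and in liver Saa2, Lcn2, Cxcl9 and Cxcl10 (−5.52, −4.87, −2.11 and −2.79) did not pass with the block between ABT-737 and vehicle, with adjusted p-values of 0.0602, 0.110, 0.121, 0.0963, 0.110, 0.100 and 0.0556 from edgeR.

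Leaving out a library in turn moved or reversed these results. Between ABT-737 and vehicle, from 57 to 471 genes passed in kidney (without ABT-737 replicate 4 and without vehicle replicate 3), from 44 to 529 in liver (the same libraries) and from 0 to 676 in lung (676 without ABT-737 replicate 4), and 0 in all 9 skin fits. In liver the 529 included all 215 genes, and in kidney the 471 included 136 of 150. Between vehicle and young, 842 to 1885 passed in kidney (without vehicle and without ABT-737 replicate 4), 502 to 2426 in lung (without vehicle replicates 5 and 4) and 39 to 2459 in skin (without young replicate 1 and without ABT-737 replicate 3). The overlap share ranged from 47.2% (without lung ABT-737 replicate 4) to 98.0% and opposition from 98.0% to 100% over 39 fits. Slopes ranged from 0.410 to 0.537 in kidney, 0.489 to 0.588 in liver, 0.354 to 0.754 in lung, 0.603 to 0.843 in skin and 0.528 to 0.691 overall. Spearman's rho ranged from −0.900 to −0.819 in kidney, −0.766 to −0.629 in liver, −0.863 to −0.588 in lung and −0.862 to −0.316 in skin. SASP genes among called genes numbered 1 to 3 in kidney, 1 to 8 in liver and 0 to 3 in lung, and 0 in skin. The medians of gene lists ranged from −0.042 to 0.053 for clathrin, 0.14 to 0.21 for fatty acids and −0.21 to 0.030 for development in kidney, from −0.26 to 0.074 for morphogenesis in liver, from −0.062 to 0.077 for clathrin and 0.16 to 0.58 for fatty acids in lung, and from −0.21 to −0.092 for clathrin, −0.18 to 0.15 for fatty acids, −0.015 to 0.17 for morphogenesis and 0.27 to 0.59 for development in skin. Among named genes, left-out libraries reversed Prf1 between vehicle and young in lung (−0.18 to 0.098, with 0.098 without vehicle replicate 4 and 0.053 without young replicate 1). Between ABT-737 and vehicle they reversed Il1rn in lung (−0.87 to 0.16) and, in skin, Cdkn2b (−0.20 to 0.073), Ccl2 (−2.82 to 0.016) and Il1rn (−0.70 to 0.21), each without vehicle replicate 5, and Cdkn2b also without ABT-737 replicate 3 (0.067). Of the other named-gene results with a library left out, 631 kept their call, 44 lost and 10 gained it.

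As set beforehand, the fits were repeated over other splits of the mice. Between ABT-737- and vehicle-treated mice, 1 of the 10 splits of the 6 old mice, the real one, gave as many genes in kidney (others 0 to 1) and in liver (others 0 to 3), and a share under 0.1 is not possible with 10 splits. In lung and skin, where the real split gave 0 genes (1919 and 1134 with an unadjusted p under 0.05), 10 of 10 splits gave as many, and others gave up to 1035 in lung and 424 in skin. Of the 4 lung splits that part every pair of same-numbered mice, all gave 0 genes without the block. With it the real split gave 99 and the other splits 0. The remaining 6 splits part fewer pairs, and 2 of them gave genes, with a maximum of 1035. Between vehicle-treated and young mice, 1 of 35 splits gave as many genes in kidney (others at most 12), liver (at most 5) and lung (0), and 1 of 10 in skin (others 0).

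In simulations with the depth and the spread of each tissue, 61.2% of 2-fold changes were recovered in kidney, 24.2% in liver, 3.03% in lung and 4.04% in skin. Depth and spread were not varied apart, so their shares in this were not tested. Cdkn2a stayed at the floor in kidney and liver, so no fold change could be given for it there. The alternatives listed for tables of normalized values were not run because the tables hold counts.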

Differences from the paper's values

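None of the settings below was chosen because it comes nearer to the paper, and only edgeR's likelihood ratio and exact tests were chosen after the values were seen.

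Spearman's rho between the vehicle/young and ABT-737/vehicle ratios was −0.866 in kidney against the paper's −0.63, −0.642 in liver against the paper's −0.46 and −0.722 in skin against the paper's −0.25. Of the alternatives set before the data were examined, taking all genes tested brought each within the spread of the paper's value, at −0.627, −0.485 and −0.259. Different mice in the ratios did so in liver (−0.458) and skin (−0.150) but not in kidney (−0.679). In skin, leaving out ABT-737 replicate 3 gave −0.316, also within the spread. Under the other alternatives the values stayed apart. In lung −0.808 did not differ from the paper's −0.59 by more than its spread, and all genes gave −0.601.

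Over all tissues 313 genes were affected by ABT-737, against about 1000 in Fig. 4m, read by eye. Supplementary Data 1 has 4172 entries over its tissues, and its 1043 kidney entries come near the value read by eye. Whether the same genes are listed again for each tissue was not checked. Among the alternatives set before the data were examined, DESeq2 (712) and no filter beyond 1 count (1051) came within 1.5 times of the value read by eye, and DESeq2's size factors in edgeR (314), at least 10 counts in every library (188), only the compared groups (145), the replicate block (190) and an absolute log2 fold change over 1 (280) did not. edgeR's likelihood ratio test (1079) and its exact test (889), both chosen after seeing the values, also came within it.

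The share of these genes also affected by age was 93.6%, against the paper's 74%. It was 73.6% with DESeq2, 76.3% without a filter, 77.4% with the replicate block, and 74.7% and 78.3% with the likelihood ratio and exact tests, which were chosen after seeing the values.

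The paper states that SASP factors were over-represented among the genes affected by ABT-737 in every tissue. The test here used a list of 63 genes other than the paper's list, and fewer called genes. Only 0.405 SASP genes were expected in kidney and 0.693 in liver, so the test could miss an enrichment. It gave none at an unadjusted p of 0.05 (one-sided Fisher's exact test, p = 0.335 in kidney and 0.151 in liver). In lung and skin 0 genes were called, so nothing could be tested. Enrichment was found in liver without a filter (p = 0.00562 from the same exact test) and with the likelihood ratio test (exact p = 0.0294), which was chosen after seeing the values. It was also found in lung with the replicate block (exact p = 0.00349). Leaving out a library gave it in kidney without ABT-737 replicate 3 (exact p = 0.0282), in liver without vehicle replicate 3 (exact p = 6.62e-05) and in lung without ABT-737 replicate 5 (exact p = 0.00649). In skin no setting gave it.

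The paper reports a lower SASP score with ABT-737 in kidney, liver and skin as significant. The two-sided exact permutation test over mice gave p = 0.1, 0.4 and 0.3 in these tissues, where the smallest p possible is 0.1. The paper reports that genes for cell morphogenesis and development rose and those for endocytosis fell. Here the median log2 fold change was −0.048 for morphogenesis and −0.11 for development in kidney and −0.030 for morphogenesis in liver, and the clathrin machinery had 0.013 in kidney and 0.035 in lung. The other medians went with the paper. They were 0.42 in lung and 0.065 in skin for morphogenesis, 0.48 in liver, 0.64 in lung and 0.41 in skin for development, and −0.15 in liver and −0.11 in skin for clathrin. Of these, lung morphogenesis, lung and skin development and skin clathrin passed by limma's camera (adjusted p = 9.41e-04, 2.59e-05, 0.00402 and 0.00762). They did not pass under fry or camera with an estimated correlation. Phagocyte receptors fell in all 4 tissues. With at least 10 counts in every library the clathrin medians were −0.11 in kidney and −0.080 in lung. With only the compared groups that of lung was −0.0032, and the liver medians were 0.10 for morphogenesis and −0.074 for development. Without a filter beyond 1 count, the development median of liver was −0.16.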

Other observations

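The tests of lung RNA in a skin library and of hepatocyte share were chosen only after the patterns had been seen, as were the use of divisions of the mice to weigh shared mice and the demand that the mice of the groups not overlap in the tests of leukocytes. The tests of leukocytes themselves and the simulations of shared mice were set before the values they measure.

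Fewer leukocytes in the tissue were weighed as an explanation of the lower SASP scores with ABT-737. If this were the whole cause, SASP genes made mainly outside leukocytes would not fall beyond the spread between mice. In kidney the 17 such genes fell by 0.20 on average (SD 0.150; two-sided exact permutation test, p = 0.2), with 11 of 17 lower, while 5 leukocyte genes fell by 0.96 (SD 0.258; two-sided exact permutation test, p = 0.1). The fall of the 17 was beyond 1 SD, but the mice of the groups overlapped. In lung the 19 genes went the other way, 0.32 (SD 0.213; two-sided exact permutation test, p = 0.2), and 7 leukocyte genes fell by 1.55 (SD 1.04; two-sided exact permutation test, p = 0.3), also with overlapping mice. In liver the 12 genes fell by 0.22 (SD 0.391; two-sided exact permutation test, p = 0.4) and 1 leukocyte gene was left. In these 3 tissues fewer leukocytes cannot be told apart from a change in other cells, because the mice overlap or the genes are too few. In lung, these SASP genes were not compared within the same-numbered pairs. The immune response score of lung fell in each pair, from 2.10 to 0.23, 1.86 to 1.10 and 2.52 to 1.85 in replicates 3, 4 and 5. In skin the 20 genes fell by 0.32 (SD 0.356, two-sided exact permutation test, p = 0.4), within the spread, with 15 of 20 lower. The 5 leukocyte genes fell by 1.61 (SD 0.879, two-sided exact permutation test, p = 0.1). This goes with fewer leukocytes but does not exclude a small fall in other cells. A change in senescent cells stays open as a further explanation, and it was not tested in these counts. By other assays, the paper reports less immune infiltration and fewer senescent cells in treated mice. The counts cannot tell how much of the lower scores comes from each.

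Shared vehicle-treated mice pull the slope below 1 and rho below 0 without any drug effect. In simulations without an ABT-737 effect the slope averaged 0.896 in kidney, 0.925 in liver, 0.898 in lung and 0.914 in skin, and rho −0.362, −0.260, −0.340 and −0.327, and 0 of 40 simulations came as low as the observed values. Simulated mice vary less than real ones, as reassigned mice gave slopes from 0.446 to 1.05 in skin and from 0.438 to 1.15 in lung. Ratios without shared vehicle-treated mice were therefore also read. There the ABT-737 slope was the lower in 18 of 18 divisions in kidney, liver and lung, and rho was negative in every division in kidney (−0.762 to −0.492) and lung (−0.720 to −0.221). This argues against sharing alone as the whole cause of these slopes and of rho in kidney and lung. The divisions reuse the same vehicle- and ABT-737-treated mice, so they are not independent checks. In lung another assignment of the mice gave a lower slope than the real one, so chance differences between mice are not excluded there. In skin the slope was the lower in 6 of 9 divisions (0.690 against 0.772 on average), and rho reached 0.152 in skin and 0.0280 in liver. For the skin slope and for rho in liver and skin, sharing of mice and an effect of ABT-737 cannot be told apart, because divisions of the mice went both ways.

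The skin library of ABT-737 replicate 4 held transcripts of alveolar epithelium. Sftpc had 176 counts, 0.450% of the lung level, Sftpb 50, Sftpa1 44 and Sftpd 13, where the other skin libraries had at most 4, 1, 1 and 2. Lamp3 (5 counts, at most 4 elsewhere) and Napsa (24, at most 117 elsewhere) did not stand apart. A candidate explanation is RNA or reads from a lung library. Of the alveolar genes abundant in lung, 0 were missing from this library, and the 4 that stood apart were at 0.286% to 0.450% of their lung level. So even a share goes with a small part of lung RNA. Spearman's rho with the lung levels was 0.771 over 6 genes, which is too few to decide. Napsa, which other skins also held, is among the 6. Another source was not excluded. No biological explanation was tested, since the other ABT-737-treated skins held few or none of these 4 transcripts.

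Vehicle liver replicate 3 had 8907 CPM of Alb against 33482 and 31521 in replicates 4 and 5. If this library held a lower share of hepatocytes, every hepatocyte gene would be lower, but 7 of 10 were higher than in both other livers, among them Apoa2 (25652 against 6952 and 12678), and 3 were lower. A lower share of hepatocytes is thus argued against. Lcn2 was also lower in this liver, at 82.9 CPM against 961 and 1298, and Saa2 at 515 against 6992 and 23932. It was the shallowest liver library, with 223957 counts on 8471 genes, against 847846 and 891116 counts in vehicle replicates 4 and 5. Why Alb was lower stays open, and neither depth nor differences between mice were tested as the cause. Leaving out this library raised the liver count from 215 to 529.

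In skin, the score of hair follicle genes was 1.54, −0.97 and −0.57 in young replicates 1 to 3, 6.55, 0.039 and 3.00 in vehicle replicates 3 to 5 and 0.093, 7.87 and 7.45 in ABT-737 replicates 3 to 5. All 12 genes were higher in both comparisons, with medians of 2.03 (ABT-737 to vehicle) and 5.72 (vehicle to young), and 0 passed in either, with 0 and 9 at an unadjusted p under 0.05. The adipocyte score of lung was 5.54 in ABT-737 replicate 4 and −2.04 to 0.93 in the other old mice, and 5 of 5 adipocyte genes were higher with ABT-737 (median 4.09, 0 passing over all genes, 5 at an unadjusted p under 0.05 and 5 adjusted over the list alone). No explanation was tested for these scores.

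Erythroid genes were higher in vehicle-treated than in young mice, with medians of 2.40 in kidney, 2.46 in liver, 2.62 in lung (2.55 with floor genes at their bound) and 3.77 in skin (3.44 likewise), and 7 of 8, 6 of 7, 5 of 8 and 5 of 6 genes passed. With ABT-737 against vehicle the medians were −0.39, −0.93, 1.17 and −3.19, with 0 genes passing, 1, 5, 0 and 5 at an unadjusted p under 0.05, and 5 of 6 in skin adjusted over the list alone. Proliferation genes had medians of 1.17 in kidney, 2.15 in lung (2.03 with floor genes at their bound) and 1.33 in skin between vehicle and young, and −0.77, −1.05 and 0.54 between ABT-737 and vehicle, where 0 genes passed over all genes, 1, 8 and 0 had an unadjusted p under 0.05, and 7 lung genes passed adjusted over the list alone. Skeletal muscle genes in skin fell with age in 10 of 10 genes (median −1.32) and changed little with ABT-737 (−0.058).

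Lists of senescence markers and of BCL-2 family targets of the drug were also scored. Senescence markers had medians of −0.28 over 5 genes in kidney, −0.25 over 2 in liver, −0.21 over 7 in lung and 0.34 over 6 in skin between ABT-737 and vehicle, and 0.12, 3.23, 0.61 and 0.43 between vehicle and young. The targets had −0.21, −0.89, −0.0071 and −0.012 with ABT-737. Between ABT-737 and vehicle, other markers had these medians: cardiac muscle 0.61 over 7 genes in lung and 0.10 over 3 in skin, ciliated airway 0.91 over 8 in lung, keratinocyte −0.69 over 7 in skin, kidney tubule 0.29 over 7 in kidney, hepatocyte 0.36 over 10 in liver, exocrine pancreas 0.56 over 8 in lung, and alveolar epithelium 0.20 over 6 in lung.

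Of the genes the paper names, Cdkn2a had 11, 8 and 24 counts in vehicle-treated and 2, 1 and 3 in ABT-737-treated skin, at least 4.99-fold lower, and the skin gene overlaps Gm12606 on the same strand. It was below the expression filter, so that it was not tested. In lung it had 4, 9 and 18 counts with vehicle and 1, 1 and 10 with ABT-737, and kidney and liver were at the floor. Cdkn2b changed by 0.28 in lung and −0.077 in skin between ABT-737 and vehicle (adjusted p = 0.763 and 0.970 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0.067 in skin without ABT-737 replicate 3 and 0.073 without vehicle replicate 5. In lung Cdkn2b ranged from 0.0089 (without ABT-737 replicate 5) to 0.67 (without vehicle replicate 3). Il1rn changed by −0.55 in lung and −0.43 in skin (adjusted p = 0.568 and 0.814 from edgeR), and by 0.16 in lung and 0.21 in skin without vehicle replicate 5. Prf1 changed by 0.98 in lung and −0.91 in skin with ABT-737 (adjusted p = 0.428 and 0.576 from edgeR), and in lung by 1.44 without ABT-737 replicate 4 (adjusted p = 0.0316) and 0.17 without ABT-737 replicate 5. Its adjusted p-value in lung ranged from 0.418 to 0.684 over the alternatives and from 0.0316 to 0.896 over fits that each left out a library. Between vehicle and young, Prf1 in skin rose by 1.27 (adjusted p = 0.0530 from edgeR), with adjusted p-values from 0.0174 to 0.956 over the alternatives. Il10 had at most 13 counts in any library.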
